# Genome-wide DNA methylation and hydroxymethylation analysis reveal human menstrual blood-derived stem cells inhibit hepatocellular carcinoma growth through oncogenic pathway suppression via regulating 5-hmC in enhancer elements

**DOI:** 10.1186/s13287-019-1243-8

**Published:** 2019-05-31

**Authors:** Yichen Wu, Xin Chen, Yongjia Zhao, Yanling Wang, Yifei Li, Charlie Xiang

**Keywords:** Mesenchymal stem cell, HCC, Epigenetics, 5-Hydroxymethylcytosine, Enhancer

## Abstract

**Background:**

Epigenetic alteration is an important indicator of crosstalk between cancer cells and surrounding microenvironment components including mesenchymal stem cells (MSC). Human menstrual blood-derived stem cells (MenSCs) are novel source of MSCs which exert suppressive effects on cancers via multiple components of microenvironmental paracrine signaling. However, whether MenSCs play a crucial role in the epigenetic regulation of cancer cells remains unknown.

**Methods:**

Epigenetic alterations of hepatocellular carcinoma (HCC) mediated by MenSCs were examined by immunofluorescence, ELISA, and RT-PCR assays. The suppressive impact of MenSCs on HCC was investigated in vitro using CCK8, apoptosis, wound healing, and invasion assays and in vivo using a xenograft mice model. MeDIP-seq, hMeDIP-seq, and RNA-seq were used to identify the genome-wide pattern of DNA methylation and hydroxymethylation in HCC cells after MenSC therapy.

**Results:**

We show that HCC cells display distinct genome-wide alterations in DNA hydroxymethylation and methylation after MenSC therapy. MenSCs exert an inhibitory effect on HCC growth via regulating 5-hmC and 5-mC abundance in the regulatory regions of oncogenic pathways including PI3K/AKT and MAPK signaling, especially in enhancers and promoters. FOXO3 expression is rescued via reversal of 5-hmC and 5-mC levels in its enhancers and contributes to the activation of downstream apoptosis. Inactivation of the MAPK pathway further disrupts c-myc-mediated epithelial-mesenchymal transitions (EMT). Additionally, chemotherapy resistance-associated genes including ID4 and HMGA1 are suppressed via amending 5-hmC and 5-mC abundance at their regulatory regions. HMGA1 and BYSL might be potential targets for gene-modified MSC therapy.

**Conclusions:**

Our results confirm that MSCs could regulate the epigenetic mechanism of HCC cells and provide a novel concept for a modified MSC strategy or combination therapy with chemotherapeutics based on epigenetics.

**Electronic supplementary material:**

The online version of this article (10.1186/s13287-019-1243-8) contains supplementary material, which is available to authorized users.

## Background

Tumor malignant transformation is driven by a long-term gradual accumulation of genetic insults and epigenetic abnormalities [1, 2]. The dynamic plasticity of the epigenome in cancers closely correlates to microenvironmental cues, including infection [3], chronic inflammation [4], and hypoxia [5]. DNA methylation is one of the widely studied epigenetic modifications and plays an important role in diverse cellular processes, including genomic imprinting, embryonic development, and tumorigenesis [6–8]. The balance of DNA methylation in the genome is principally maintained by tet methylcytosine dioxygenases (TETs), which mediate demethylation, and DNA methyltransferases (DNMTs), which mediate methylation [9]. The stepwise accumulation of a DNA methylation burden in promoter CpG islands has been conclusively demonstrated to contribute to suppressor inactivation [10]. Active demethylation in mammals is mediated by the TET family, including TET1, TET2, and TET3, which oxidize 5-mC to 5-hydroxymethylcytosine (5-hmC), and further to 5-formylcytosine (5-fC) and 5-carboxylcytosine (5-caC) [11]. 5-hmC, a vital demethylation intermediate, is frequently diminished in tumorigenesis. Because 5-hmC is enriched in regulatory regions, changes in its distribution usually involve variation in transcriptional expression [12]. In addition, 5-hmC abundance in the genome adjusts dynamically in response to altered environmental stimuli [13, 14]. Hence, 5-hmC has been recommended as a sensitive marker for indicating cell burden [15, 16].

MSCs are adult pluripotent progenitor cells of multiple mesenchymal lineages that are widely studied in degenerative and inflammatory disorders [17]. Given their inflammation- and tumor-homing properties, MSCs have been considered as potential vehicles for cancer therapy that are able to target the sites of even microscopic tumors. Recently, strategies involving gene-modified MSCs that carried TRAIL [18], IL-12 [19], and an oncolytic virus [20] have been developed to improve their therapeutic effects. However, the clinical feasibility of MSCs for cancer therapy is hampered by a lack of sufficient understanding of the mechanisms of interaction between MSCs and cancer cells. Hence, a great deal of research is still needed to explore the role of MSCs in the regulation of cancer microenvironments. MenSCs, a novel type of MSCs, exhibit high proliferation, hypoimmunogenicity, and multiple differentiation potential [21, 22]. Unlike the MSCs isolated from the bone marrow, adipose, and umbilical cord, MenSCs are very easily obtained, being isolated from human menstrual fluid without pain, invasive procedures, or ethical issues. Previous studies have demonstrated the potential of MenSC-based therapy in different disease models, including liver fibrosis, fulminant hepatic failure, and acute lung injury [23–25]. As a cancer therapy, MenSCs have been shown to block the growth of ovarian cancer [26]. However, the potential of MenSCs to act on other cancers remains unknown.

Hepatocellular carcinoma (HCC) is one of the cancers in which pathogenic processes intimately correlate with epigenetic dysregulation under long-term burdens of infection and chronic inflammation. Previously, gene-modified MSCs applied to acute, chronic liver disease and even precancerous lesions have been shown to have a significantly beneficial effect. However, the role of MSCs in the epigenetic regulation of HCC is still unknown.

In the present study, we aimed to investigate whether MenSCs affect epigenetic regulation in HCC and exert anticancer effects via specific epigenetic alterations. Based on the multi-platform integration, we provided important evidence of distinct 5-hmC and 5-mC landscapes in HCC cells after MenSC therapy. Then, we showed that MenSCs exerted an anticancer effect via suppressing oncogenic pathways and reviving tumor suppressors through altering the abundance and distribution of 5-hmC and 5-mC in regulatory regions, especially enhancers. Our study not only contributes to demonstrate the epigenetic mechanism between HCC and microenvironment, but also suggests MenSCs would be promising vehicles for a modified MSC strategy based on epigenetics or combination therapy with chemotherapeutics in HCC.

## Materials and methods

### Cell culture

Menstrual blood was obtained from healthy female volunteers after informed consent, and MenSC isolation was approved by the Ethics Committee of Zhejiang University. MenSCs were isolated as previously described [27]. Briefly, menstrual blood samples were collected with DivaCups (Kitchener, ON, Canada) from volunteers during menstruation. The mononuclear cells were separated via density gradient centrifugation with Ficoll-Paque (Fisher Scientific, USA). The interlayer cells were collected carefully and cultured in Chang Medium (S-Evans Biosciences, Hangzhou, China). After 48 h, the MenSCs grew by adhering to the wall and nonadherent hematopoietic cells were discarded. The MenSCs used in experiments were at 3rd to 8th passage. Human liver cancer cell lines HepG2 and HuH-7 and human fibroblast MRC-5 were obtained from the National Infrastructure of Cell Line Resources (China). HCC cells and MRC-5 cells were cultured in MEM GlutaMAX (Gibco, USA) with 10% FBS under a 5% CO_2_ atmosphere.

Transwell chamber system with a 0.4-μm pore size was utilized to construct the cell coculture model. To identify the specific impact of MenSCs on HCC cells, we considered HCC cells cocultured with MRC-5 cells or with medium only served as control groups. HCC cells were seeded into the lower chamber, and MenSCs or MRC-5 cells were seeded into the upper chamber in the same medium. HCC cells were collected after coculturing with MenSCs or MRC-5 cells for 24, 48, or 72 h, respectively.

### Methylated DNA immune-precipitation sequencing (MeDIP-Seq) and hydroxymethylated DNA immunoprecipitation sequencing (hMeDIP-Seq)

Purified genomic DNA was sonicated to obtain fragments with a size range of 200–800 bp for hMeDIP-seq or 200–500 bp for MeDIP-seq. Following end repair of the DNA samples with the addition of deoxyadenosine and adaptor ligation based on the Illumina paired-end protocol, the DNA fragments were immunoprecipitated with anti-5-hydroxymethylcytosine or anti-5-methylcytosine antibody. Then, the precipitated fragments were amplified by PCR, and 300–900-bp DNA fragments were selected by using AMPure XP beads. The completed libraries were denatured with 0.1 M NaOH to generate single-stranded DNA molecules, captured on an Illumina flow cell, and amplified in situ. The libraries were then sequenced on the Illumina HiSeq 4000 following the HiSeq 3000/4000 SBS Kit (300 cycles) protocol. After base calling, low-quality reads were passed, and the clean reads were aligned to the UCSC human reference genome hg19 using HISAT2 software (V2.1.0).

### RNA-Seq

Total RNA was isolated from cancer cells by using the AllPrep® DNA/RNA Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions. After assessment of the quantity, quality, and integrity of RNA, the mRNA was enriched with Oligo (dT) beads and rRNA was removed using the Ribo-Zero™ Magnetic Gold Kit (Epicentre, USA). The mRNA fragment library was prepared using the KAPA Stranded RNA-Seq Library Prep Kit (Illumina, USA) according to the manufacturer’s instructions. After mRNA amplification using qPCR, library quality was assessed using the Agilent 2100 Bioanalyzer. The mRNA fragment library was sequenced on the Illumina HiSeq 4000.

### RT-PCR

A total of 100–500 ng RNA was used to synthesize cDNA with the PrimeScript™ RT Reagent Kit (Takara, Japan). The mRNA expression levels of TET1/2/3 and DNMT1/3A/3B were analyzed using SYBR® Premix Ex Taq™ (Takara, Japan) by real-time PCR. The β-actin gene was used as an internal reference. The sequences of primers for RT-PCR are shown in (Additional file 1: Table S1). Relative changes in gene expression were calculated according to the 2^-△△CT^ method.

### Immunohistochemical analysis

Immunohistochemical analysis was performed as described in our previous study. Briefly, all tumor xenograft sections were deparaffinized with xylene and rehydrated through an alcohol gradient, and then, endogenous peroxidase was inactivated by 0.5% H_2_O_2_ for 10 min. Subsequently, the sections were blocked with 5% normal goat serum for 1 h and washed three times with PBS, followed by incubation at 4 °C overnight with one of the following primary antibodies: anti-5-hmC (1:100, Active Motif), anti-5mC (1:100, Active Motif), anti-TET1 (1:300, Abcam), anti-TET2 (1:300, Abcam), anti-TET3 (1:300, Abcam), anti-DNMT1 (1:100, Abcam), anti-DNMT3A (1:500, Abcam), anti-DNMT3B (1:100, Abcam), anti-Ki 67 (1:200, Abcam), and anti-luciferase (1:1000, Abcam). The sections were incubated with horseradish peroxidase (HRP)-conjugated secondary antibody at room temperature for 1 h and developed with a DAB kit.

### Immunofluorescence staining

HCC cells were fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.1 Triton X-100 in PBS for 20 min. To denature the DNA, the cells were treated with 4 M HCl for 15 min at room temperature and neutralized with 100 mM Tris-HCl (pH 8.5) for 10 min. After washing with PBS, the cells were blocked with 5% BSA for 1 h. Then, the cells were incubated with primary antibodies overnight at 4 °C. After washing with PBS, the cells were incubated with secondary antibody (Alexa Fluor 488 goat anti-rabbit IgG Abcam; Alexa Fluor 633 goat anti-mouse IgG, Thermo Fisher) and then stained with DAPI. The plates were scanned, and images were obtained with an Olympus IX83 microscope.

### Western blotting

HCC cells were lysed in ice-cold RIPA lysis buffer with protease inhibitor and phosphatase inhibitor. Protein concentration was determined by using the BCA method. Thirty micrograms of total protein was separated by SDS-PAGE and transferred onto PVDF membranes (Millipore, USA). The membranes were blocked in 0.5% BSA for 1 h at room temperature and incubated overnight with antibodies to PTEN, FOXO3, PI3K, AKT, p-AKT, ERK1/2, p-ERK1/2, C-myc, active caspase3, Bcl2, Bax, E-cadherin, TIMP1, MMP2, snail/slug, twist, and GAPDH (Abcam, USA). Then, the membranes were incubated with the corresponding HRP-labeled secondary antibodies for 1 h at room temperature. Chemiluminescent signals were captured by the Imager (Tiangen, China).

### Animal work

All animal experiments were approved by the Ethics Committee of the First Affiliated Hospital, Zhejiang University. Four-week Balb/c nude mice were obtained from Slac Laboratory Animal Corporation (Shanghai, China). To generate the xenograft model, 2 × 10^6^ HepG 2 cells in 100-μl serum-free medium were implanted subcutaneously into 10 mice at the right foreleg. When the diameter of the tumor under the skin reached 5 mm (about 21 days), 10 mice were randomly divided into two groups (*n* = 5 per group). The MenSC therapy group was treated with tail vein administration of 5 × 10^5^ MenSCs labeled with luciferase in 400-μl serum-free medium every 6 days for three successive times, and the control group received 400-μl serum-free medium only. After first tail vein administration, the tumor volume of each mouse was calculated as (length × width × width)/2 every 3 days until the mice were sacrificed. To evaluate the tumor-tropism of MenSCs, bioluminescence optical imaging was obtained 3 days after the last MenSC treatment. Mice were sacrificed after the bioluminescence optical imaging (about 36 days after HepG 2 implantation), and the xenograft tumor was collected for immunohistochemical analysis.

### Flow cytometry analysis for surface markers of MenSCs and apoptosis of HCC cells

After collection and washing twice with stain buffer (BD Biosciences, CA, USA), MenSCs were incubated with antibodies of surface markers including CD29, CD34, CD45, CD73, CD90, CD105, CD117, and HLA-DR (Becton Dickinson, NJ, USA) for 20 min. The stained cells were washed twice with stain buffer and resuspended in 500 μl of stain buffer to be analyzed by FC500 flow cytometer (Beckman Coulter, CA, USA).

HCC cells were seeded in six-well plates and cocultured with MenSCs, MRC-5, and medium only for 72 h, respectively. Cell apoptosis was detected using Annexin V/PI detection kit (BD Biosciences, CA, USA) by FC500 flow cytometer. Data were analyzed using Flowjo software (Tree Star, OR, USA).

### Cell viability assay

HCC cells and MenSCs were seeded into the 24-well plates and upper transwell chambers, respectively. Cell viability was assessed by Cell Counting Kit-8 (Dojindo) according to the manufacturer’s protocol.

### Clonogenic assay

HCC cells were seeded in six-well plates at a density of 1000 cells per well and cocultured with MenSCs, MRC-5, and medium only using transwell coculture system for 7 days. After incubation, HCC cells were fixed with 4% paraformaldehyde and stained with 0.1% (*w*/*v*) crystal violet. Megascopic cell colonies were calculated under an Olympus IX83 microscope, and each measurement was performed in triplicate.

### 5-hmC ELISA

For measuring the global DNA hydroxymethylation levels, we used MethylFlash™ Global DNA hydroxymethylation (5-hmC) ELISA Easy Kit (Epigentek) to detect the 5-hmC level in HCC cells after MenSC treatment. ELISA was performed according to the manufacturer’s protocol.

### Wound healing assay

HCC cells were seeded in IBIDI wound healing system in 12-well plates. After cells reached a confluence of more than 90%, removing the IBIDI stands to form a straight line without cells in the middle of the wells. Then, HCC cells were cocultured with MenSCs, MRC-5, and medium only, respectively. Photographs were taken from 0 to 48 h on an optical microscope.

### Transwell invasion assay

The upper chambers with 8-μm pore size were precoated with 1 mg/ml Matrigel (BD Biosciences, USA) for 1 h. 2 × 10^4^ of HCC cells in 100-μl medium were added into upper chambers, and 2 × 10^4^ of MenSCs and MRC-5 cells were seeded in the lower chamber beforehand. After 48-h incubation, HCC cells were fixed with 4% paraformaldehyde and stained with 0.1% crystal violet. Stained cells were observed and counted under a microscope.

### Statistical analysis

All data analysis was conducted using SPSS 18.0 statistical software and GraphPad Prism 6 software. All values were expressed as the means ± SD. Student’s *t* test was used for determining significant differences between groups. Two-way ANOVA was used to analyze CCK8 assay. The difference of two groups from five time points in CCK8 assay was performed by Sidak’s multiple comparisons test. Functional enrichment analysis was performed by pathway analysis using the DAVID web server (http://david.abcc.ncifcrf.gov/). Genes with DMRs and DHMRs in enhancers were mapped to their respective human orthologs, and the lists were submitted to DAVID for enrichment analysis to determine significant KFGG-pathway categories. For time-to-event analyses, survival estimates were calculated by the Kaplan-Meier analysis, and groups were compared with the log-rank test. *P* < 0.05 was considered statistically significant.

## Results

### MenSCs had an anticancer effect associated with dynamic DNA methylation alteration

Flow cytometry was performed to identify the phenotype of MenSCs, and the results showed that MenSCs were positive for CD29, CD73, CD90, and CD105 and negative for CD34, CD45, CD117, and human leukocyte antigen DR (HLA-DR) (Fig. 1a). Moreover, MenSCs were able to differentiate into adipocytes, chondroblasts, and osteoblasts (Fig. 1b). Thus, MenSCs had low immunogenicity and multiple differentiation potential and were suitable for transplantation into animals or humans.

**Fig. 1:**
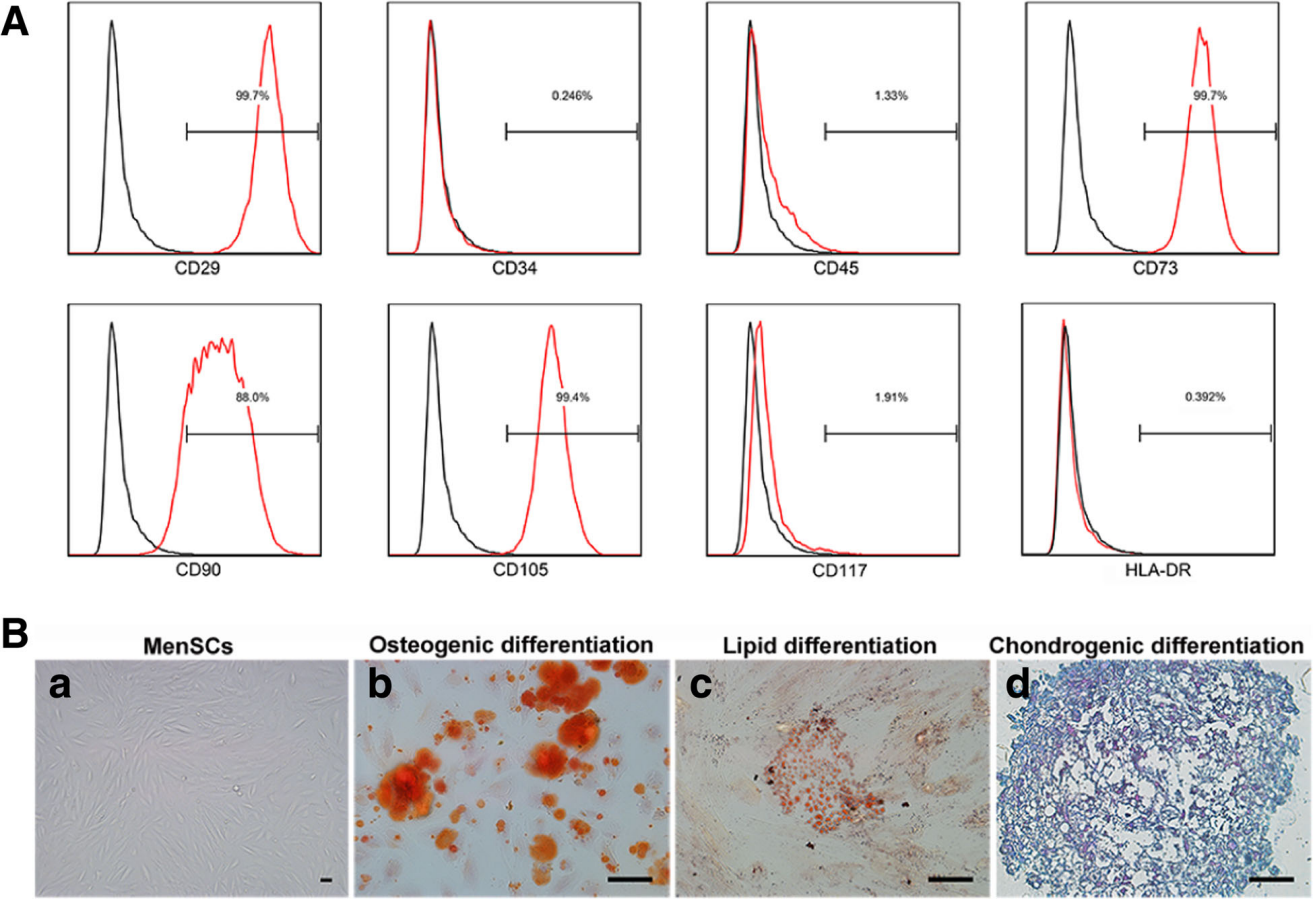
Characterization of MenSCs. **a** Flow cytometry analysis showed surface markers of MenSCs. **b** Representative images showed morphology and tri-lineage differentiation potential of MenSCs. Scale bar 50 μm

To investigate whether MenSCs play a role in the epigenetic regulation of HCC cells, we measured the 5-hmC level of HCC cells after MenSC coculture for 72 h using immunofluorescence (IF) assay and ELISA assay. IF assay showed that 5-hmC level in HCC cells was significantly increased after MenSC coculture (Fig. 2a). ELISA assay further showed the 5-hmC level of HCC with MenSC coculture was significantly increased than that of the control group (HepG2 0.0288 ± 0.0033 vs 0.0047 ± 0.0022, *P* = 0.0038; HuH-7 0.0248 ± 0.0049 vs 0.0085 ± 0.0024, *P* = 0.0415, Fig. 2b). Then, we detected DNA methylation and demethylation enzymes, including TETs and DNMTs in HCC cells, through a real-time PCR assay. Results showed that TET1 expression in HepG2 was gradually enhanced in a time-dependent manner from 24 to 72 h during MenSC coculture. However, TET3 expression and that of the DNMTs, especially DNMT1, gradually decreased (Fig. 2c). Additionally, TET1 and TET2 expression was clearly enhanced, while DNMTs did not appear to decrease evidently in HuH7 under MenSC coculture (Fig. 2c). These results suggested that MenSCs dynamically regulate DNA methylation in diverse HCC cells via different methylation enzymes. Next, we measured the biological effect of MenSCs on HCC growth and evaluated whether the epigenetic alterations mediated by MenSCs were associated with cell growth. IF assay showed that Ki67 levels in HepG2 and HuH-7 were obviously decreased after MenSCs coculture for 72 h (Fig. 2d). Furthermore, CCK8 assays showed that, compared with the controls, MenSCs significantly suppressed the proliferation of HCC cells (Fig. 2e). However, MRC-5 clearly promoted the proliferation of HCC cells, indicating that fibroblast cells could fuel cell growth in the tumor microenvironment. Additionally, MenSCs inhibited the clonogenic potential of HepG2 and HuH-7 (Fig. 2f). Compared with control groups, the clone number of the MenSC group was significantly decreased. These results indicated that MenSCs had a suppressive impact on the growth of HCC cells in vitro. Moreover, the suppressive effect of MenSCs on the HCC growth was associated with epigenetic alterations.

**Fig. 2:**
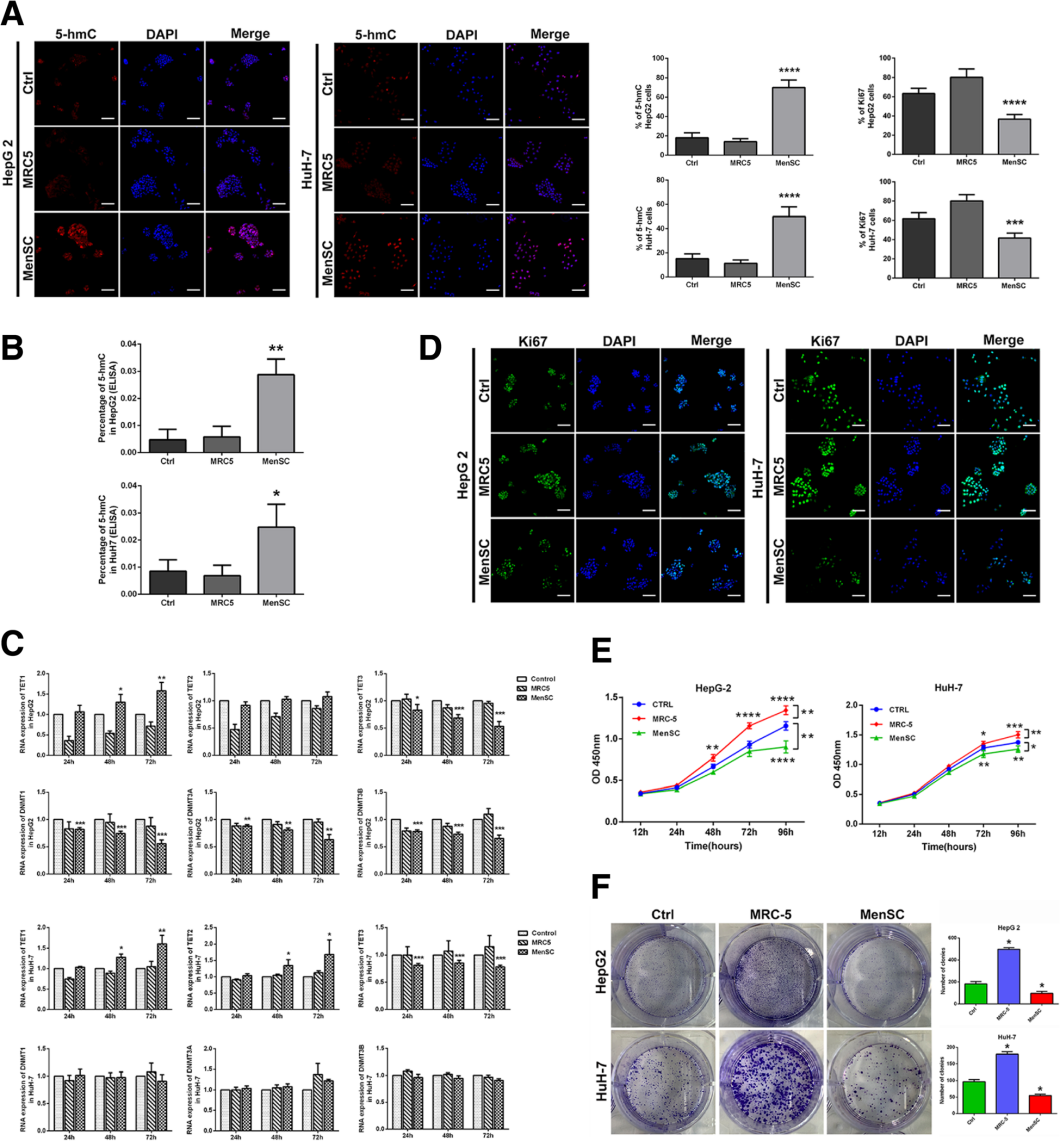
MenSCs had an anticancer effect associated with dynamic epigenetic alterations in vitro. **a** 5-hmC level in HCC cells was measured using the IF method. **b** Percentage of 5-hmC in genome was detected using ELISA. **c** Expression of DNA methylation and demethylation enzymes in HCC cells was altered in a time-dependent manner during MenSC coculture. **d** Ki67 was measured using the IF method to show the proliferation state of HCC cells. **e** CCK8 assay was performed to determine the cell viability of HCC cells after 96 h of MenSC coculture. **f** Clonogenic assay was evaluated to determine the potential of clonal formation in HCC cells with MenSC coculture. Scale bar 100 μm. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

Furthermore, we wanted to validate whether MenSCs play a role in epigenetic regulation of HCC in vivo. As shown in Fig. 3a and b, MenSCs that carried luciferase could specifically target the tumor site and we also used the antibody of anti-luciferase to track the distribution of MenSCs in HCC tissues. Tumor volume and weight of mice injected with MenSCs were significantly lower than those of the control group after three times of tail vein injection (Fig. 3c, d). IHC assay showed the 5-hmC level in HCC with MenSC injection was significantly higher than that in the control group (Fig. 3e). Moreover, the expression of TET1 and TET2 was clearly increased, and the expression of TET3, DNMT1 DNMT3A, DNMT3B, and Ki67 were sharply reduced in HCC with MenSC injection. Collectively, these results demonstrated that MenSCs could suppress the growth of HCC and modify epigenetic regulation in vivo.

**Fig. 3:**
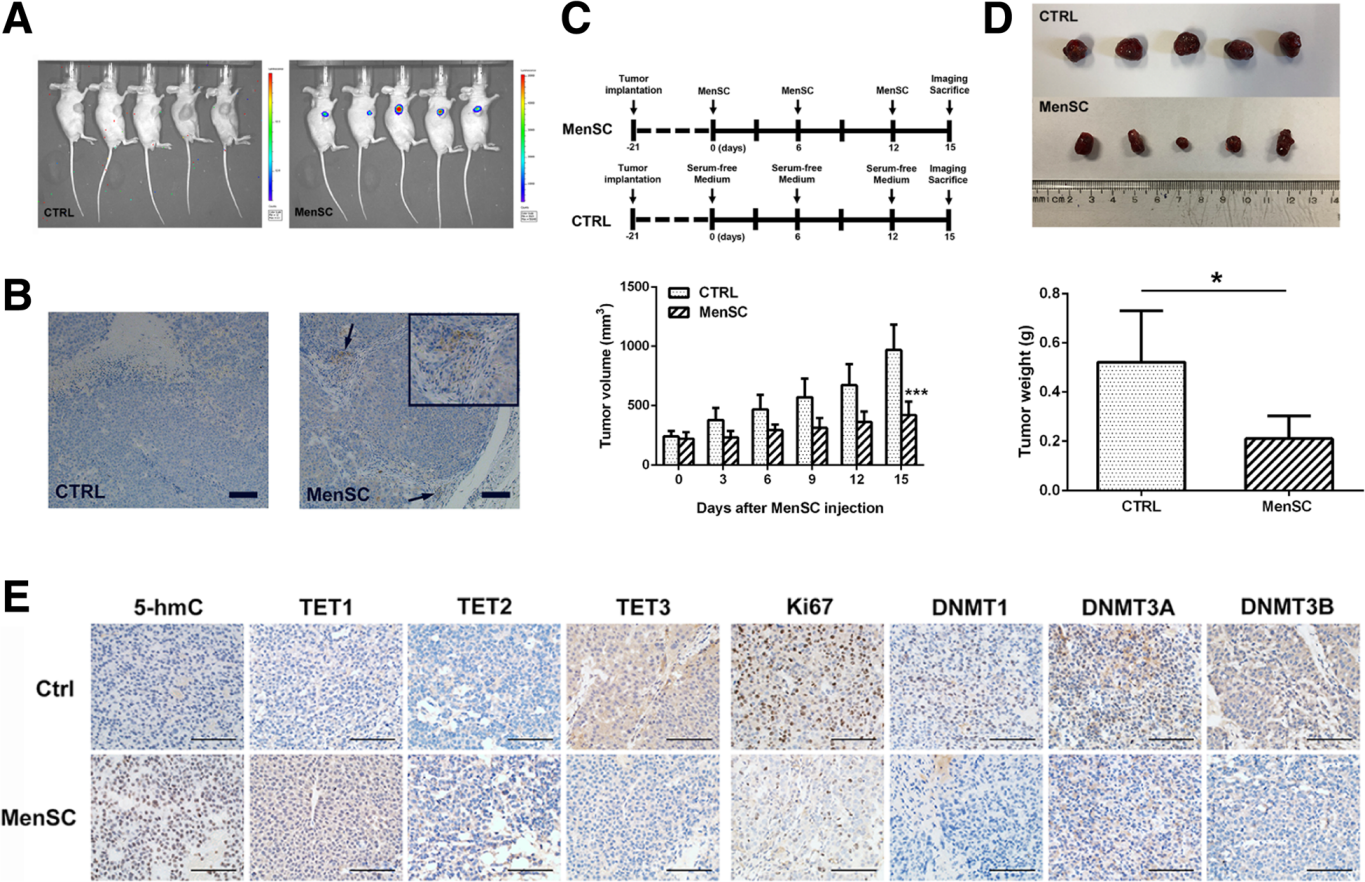
Epigenetic regulations mediated by MenSCs in vivo. **a** Schematic diagram of the treatment with MenSCs that carried luciferase and serum-free medium in nude mice bearing xenograft HCC cells. **b** IHC assay displayed the distribution of MenSCs in HCC tissues. **c** Comparison of tumor volume between the MenSC group and control group during the period of MenSC implantation. **d** Comparison of tumor weight between two groups after three times of MenSC implantation. **e** IHC assay showed alterations in 5-hmC, Ki67, TETs, and DNMTs in HCC tissues with MenSC therapy. Scale bar 100 μm. *P < 0.05, ***P < 0.001

### MenSCs influenced global patterns of hydroxymethylome and methylome in HCC

Next, we used the hMeDIP-seq and MeDIP-seq technologies to meticulously analyze whole-genome changes in methylome and hydroxymethylome of HepG2 after 72 h of MenSC coculture. We mapped the distribution of all hydroxymethylated and methylated signals in HCC cells (Fig. 4a). In intergenic regions, the proportion of 5-hmC signal was more abundant than that of the 5-mC. However, in promoter and genebody regions, 5-mC level was more affluent than 5-hmC level. Moreover, the alterations of 5-hmC abundance tended to occur in promoter and intergenic regions after MenSC coculture, while 5-mC changes mainly happened in promoter regions (Fig. 4a). By graphing 5-hmC and 5-mC distribution across gene regions, we showed that 5-hmC and 5-mC formed a deep dip around transcription start sites (TSSs) (Fig. 4b). Moreover, 5-mC formed a large peak to the right of TSSs. Both 5-mC and 5-hmC exhibited several small peaks along gene bodies toward the 3′ gene terminus. Additionally, the abundance and distribution of 5-hmC and 5-mC in HCC cells exhibited significant alterations after MenSC coculture. These results suggested that changes of 5-hmC and 5-mC in different regions mediated by MenSCs may play different roles in transcription regulation.

**Fig. 4:**
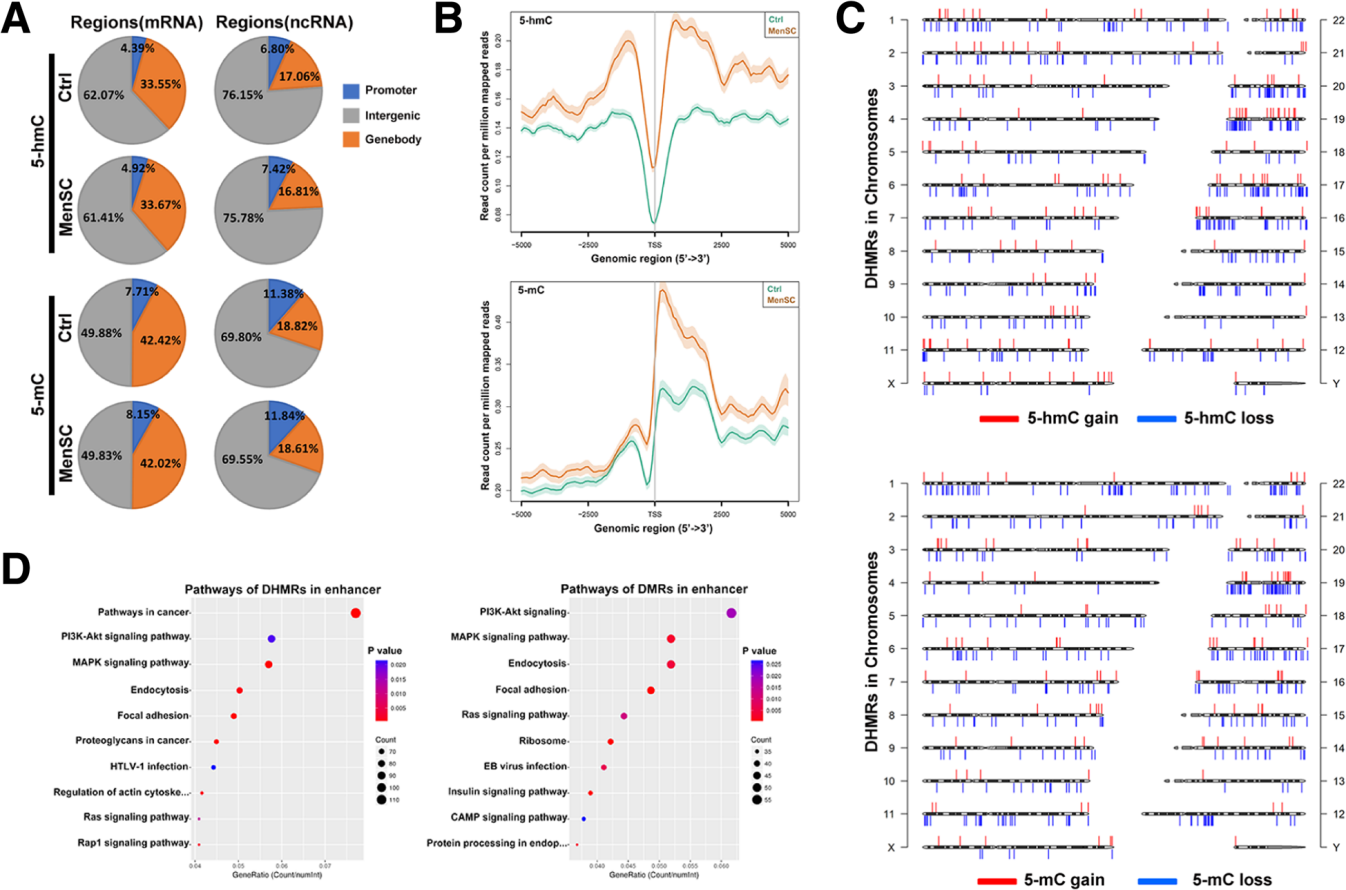
Landscapes of 5-hmC and 5-mC in HCC cells after MenSC therapy. **a** 5-hmC and 5-mC distribution in different genomic regions including promoter, gene body, and intergenic regions. **b** Distribution of 5-hmC and 5-mC in the 5-kb upstream and downstream flanking regions of the TSS in HCC cells with or without MenSC treatment. **c** Distribution of DHMRs and DMRs in all chromosomes in HCC cells after MenSC therapy. **d** Top pathways of DHMRs and DMRs in enhancer regions. The dot plot shows the gene ratio values of the top ten most significantly enriched pathways; the dot size indicates the number of corresponding genes, and the color shows the *P* value

Next, we mapped the distribution of differentially hydroxymethylated regions (DHMRs) and differentially methylated regions (DMRs) in all chromosomes. We found that alterations in 5-hmC and 5-mC occurred throughout the genome after MenSC treatment. Moreover, DHMRs and DMRs generally did not overlap in chromosomes (Fig. 4c). Furthermore, we aimed to explore which pathways were significantly differentially regulated in conjunction with MenSC-mediated epigenetic alterations. Interestingly, we found genes which have DHMRs or DMRs in enhancers were primarily associated with MAPK pathway, FOXO pathway, PI3K/Akt pathway, focal adhesion, endocytosis, and apoptosis (Fig. 4d, Additional file 1: Table S2 and S3). These results suggested that MenSCs might secrete various components to induce the activation of endocytosis of HCC cells and influence the microenvironment to regulate multiple biological functions including apoptosis and metastasis via epigenetic alterations.

### MenSCs promote HCC cell apoptosis through the PI3K/AKT/FOXO pathway via regulating enhancer 5-hmC and 5-mC levels

Given that pathway analysis presented hydroxymethylated and methylated alterations were closely associated with PI3K/AKT pathway, we next verified which genes were regulated by epigenetic alterations. PTEN is the key negative regulatory factor of the PI3K/AKT pathway, and we found that the 5-hmC level in enhancer region of PTEN (chr10:89989801-89990380) was significantly increased (*P* = 6.06E−07), while the 5-mC level in the enhancer (chr10:90019261-90019640) was decreased following MenSC coculture (*P* = 2.07E−09; Fig. 5a). However, the 5-hmC and 5-mC abundances in enhancer regions of Akt1 (*P* = 3.31E−5) and Akt2 (*P* = 5.21E−5) were apparently altered in response to MenSC treatment. Moreover, MenSCs induced a reduction in 5-hmC in the enhancer region of PIK3CD (*P* = 2.18E−05) and an increase in 5-mC in the enhancer region of PIK3R2 (*P* = 1.09E−05) to suppress the PI3K-mediated activation of Akt (Additional file 2: Figure S1). In addition, the FOXO pathway is one of the downstream targets of Akt and involves in the cell apoptosis. The 5-hmC abundance in the enhancer of FOXO3 was also upregulated (chr6:108929921-108930200; *P* = 2.53E−6; Fig. 5a). Additionally, promoter regions of apoptosis-related genes, including TNFRSF1A and Caspase7, showed significant increases in 5-hmC abundance (Additional file 2: Figure S1). To explore whether alterations in 5-hmC and 5-mC in these regions influenced gene expression, we determined RNA and protein expression in HCC cells. 

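RNA expression was determined by RNA-seq of HepG2, a human liver cancer cell line, in 6 libraries: 3 control libraries (C1, C2, and C3) and 3 libraries of cells cocultured with MenSCs (M1, M2, and M3). The authors deposited 1 value per transcript and library in FPKM, a measure that corrects the number of fragments for the length of the transcript and the size of the library. The table holds 30062 transcripts, and each of them had a mean of at least 0.5 FPKM in at least 1 of the groups. The paper's text does not name the aligner, the quantification software, or the filter for RNA-seq, and its methods give several coculture times without naming that of these libraries. The lowest values above 0 are far below what 1 fragment is worth at any usual depth and so are model estimates, from which whole reads were not recovered, and the depth of each library is unknown. The FPKM values summed to 302870, 299073, and 304830 in C1, C2, and C3, and to 302314, 299591, and 305968 in M1, M2, and M3. Transcripts were paired with genes through GENCODE release 44 on GRCh37: 29115 transcripts belonged to 11076 gene names and were summed per gene, whereas 947 transcripts with 2.73% of the summed FPKM were not matched and were left out. Groups were compared with limma on log2(FPKM + 0.1) for the 10854 genes with a mean of at least 0.5 FPKM over the 6 libraries. Fold changes are given on that scale, which understates the change of genes with low values. Across these genes, which are not independent replicates, Pearson's r of the log2 values was 0.951 to 0.962 between control libraries, 0.935 to 0.950 between MenSC libraries, and 0.924 to 0.947 between a control and a MenSC library.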

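FOXO3 (ENSG00000118689), on the plus strand of chromosome 6 of GRCh37 from 108881038 to 109005977, was at 5.96 ± 1.09 FPKM (SD, n = 3) in control and 6.39 ± 0.527 FPKM (SD, n = 3) under MenSC coculture. Its log2 fold change of 0.11 (standard error 0.18) was smaller than the spread between replicates (adjusted p = 0.769 from limma with Benjamini-Hochberg adjustment; exact two-sided permutation test, p = 0.7). The level of the most abundant single transcript, the alternative that moved FOXO3 most, gave a log2 fold change of 0.27, and that of the summed level turned to -0.03 without control replicate 2. Of its 2 listed transcripts, ENST00000406360 made up 87.0% of the level, with 4.96 ± 1.79 FPKM in control and 5.78 ± 0.440 FPKM under coculture (SD, n = 3 each). In a fit with the replicate number as a block, the adjusted p from limma was 0.649 for FOXO3.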

Results showed that MenSCs could significantly upregulate PTEN and FOXO3 expression compared with control groups (Fig. 5b, c). PI3K, Akt, and phosphorylated Akt proteins were sharply decreased under coculture with MenSCs. Furthermore, downstream apoptotic proteins Bax and cleaved caspase3 were evidently enhanced, while Bcl-2 was reduced (Fig. 5c). Moreover, flow cytometry assay confirmed that HepG 2 cocultured with MenSCs displayed significantly higher proportions of late apoptotic cells (18.80 ± 1.65 vs 6.19 ± 0.30, *P* = 0.0017) and necrotic cells (23.17 ± 4.74 vs 3.98 ± 0.78, *P* = 0.0162, Fig. 5d). These results indicated that MenSCs promotes apoptosis of HCC through suppression of PI3K/AKT pathway via regulating 5-hmC and 5-mC at enhancers.

**Fig. 5:**
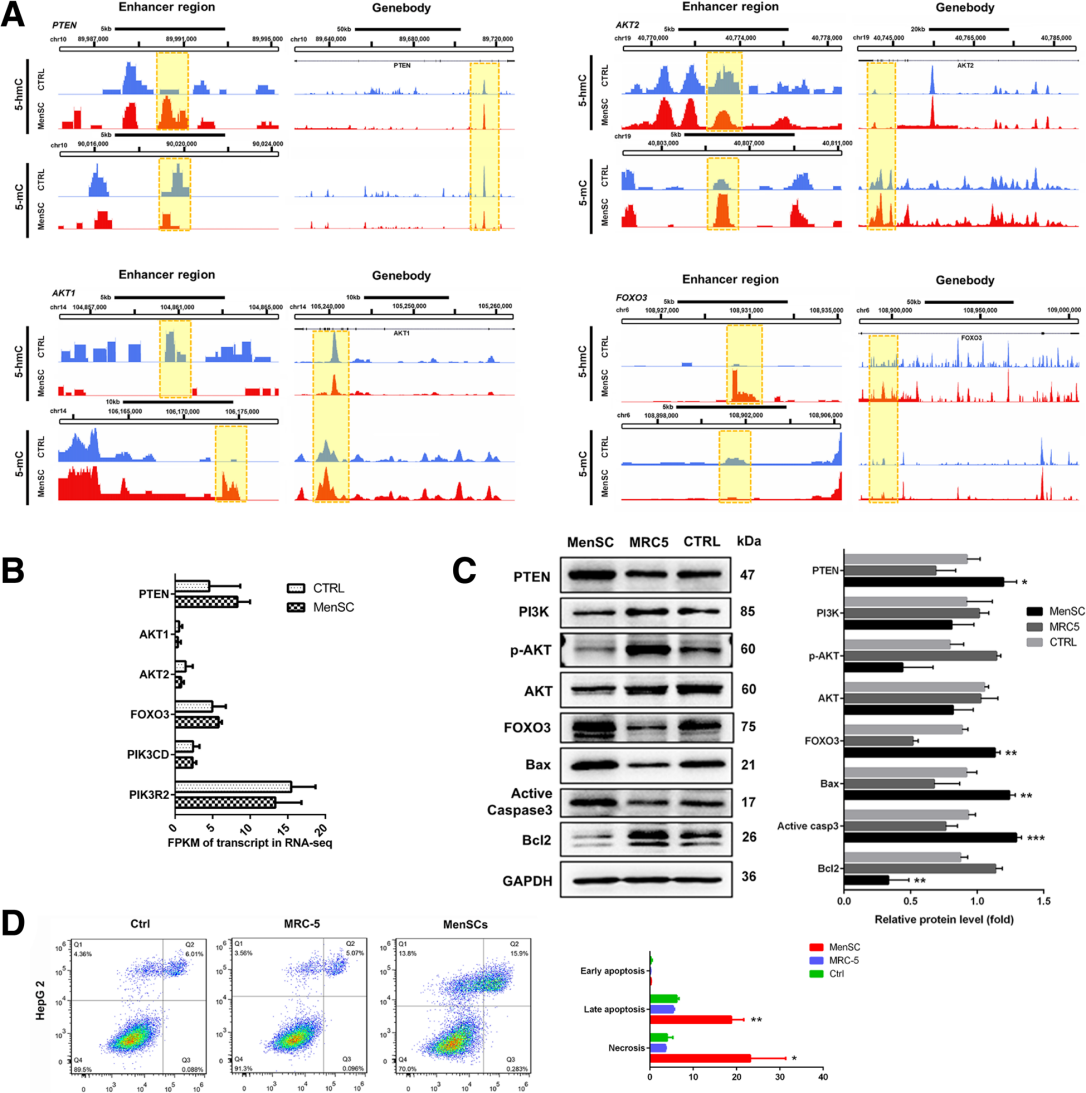
MenSCs suppress PI3K/AKT pathway via regulating 5-hmC and 5-mC abundance at regulatory regions. **a** 5-hmC and 5-mC peaks in enhancers or around TSS regions in PTEN, AKT1, AKT2, and FOXO3 were significantly changed after MenSC treatment. Yellow boxes indicate the location of DHMRs and DMRs. **b** FPKM of transcript for key genes from RNA-Seq data. **c** Western blot assay indicates that protein expression of pivotal genes in the PI3K/AKT pathway after MenSCs coculture and that downstream apoptosis was activated. **d** Cell apoptosis and necrosis of HCC cells after MenSC treatment were clearly increased by flow cytometry with FITC-Annexin V/PI double staining. *P < 0.05, **P < 0.01, ***P < 0.001

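The RNA-seq levels of AKT1, AKT2, and PIK3R2, genes of Fig. 5b, were spread over more than 1 transcript, and the share of a transcript varied between replicates. AKT1 (ENSG00000142208, chromosome 14 of GRCh37, 105235686 to 105262088, minus strand) has 6 listed transcripts that summed to 21.2 ± 3.72 FPKM (SD, n = 3) in control and 20.3 ± 8.54 FPKM (SD, n = 3) under coculture, a log2 fold change of -0.13 (standard error 0.30, adjusted p = 0.847 from limma with Benjamini-Hochberg adjustment). The transcript ENST00000554848 made up 47.2% of the AKT1 level, yet it was listed at 0 in M2 and at 15.8 FPKM in M1. The transcript ENST00000554581 made up 2.16% of the level and fell from 0.529 ± 0.423 to 0.366 ± 0.399 FPKM (SD, n = 3 each), less than its spread between replicates. AKT2 (ENSG00000105221, chromosome 19, 40736224 to 40791443, minus strand) summed to 2.79 ± 0.275 FPKM (SD, n = 3) in control and 4.07 ± 0.262 FPKM (SD, n = 3) under coculture. Every MenSC library was above every control library (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow), with a log2 fold change of 0.53 (standard error 0.16, adjusted p = 0.168 from limma). Of its 6 listed transcripts, 5 had a higher mean under coculture, whereas ENST00000392038, the most abundant one, went from 1.41 ± 0.933 to 0.802 ± 0.378 FPKM (SD, n = 3 each), a log2 fold change of -0.52 within the spread between replicates. PIK3CD (ENSG00000171608, chromosome 1, 9689947 to 9789172) has 1 listed transcript, from 1.67 to 3.32 FPKM in control and from 1.90 to 2.86 FPKM under coculture, with overlapping groups. PIK3R2 (ENSG00000105647, chromosome 19, 18263973 to 18281342) ranged from 12.4 to 31.6 FPKM in control and from 12.8 to 32.1 FPKM under coculture, so that its log2 fold change of 0.08 (standard error 0.46) was within the spread of each group. Its transcript ENST00000617130, annotated as subject to nonsense-mediated decay, made up 54.95% of the level. The protein-coding ENST00000222254 went from 7.39 ± 1.81 to 10.3 ± 5.56 FPKM (SD, n = 3 each), within the spread between replicates. With the replicate number as a block, the adjusted p from limma was 0.145 for AKT2 and at least 0.832 for AKT1, PIK3CD, and PIK3R2.

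**Figure D1:**
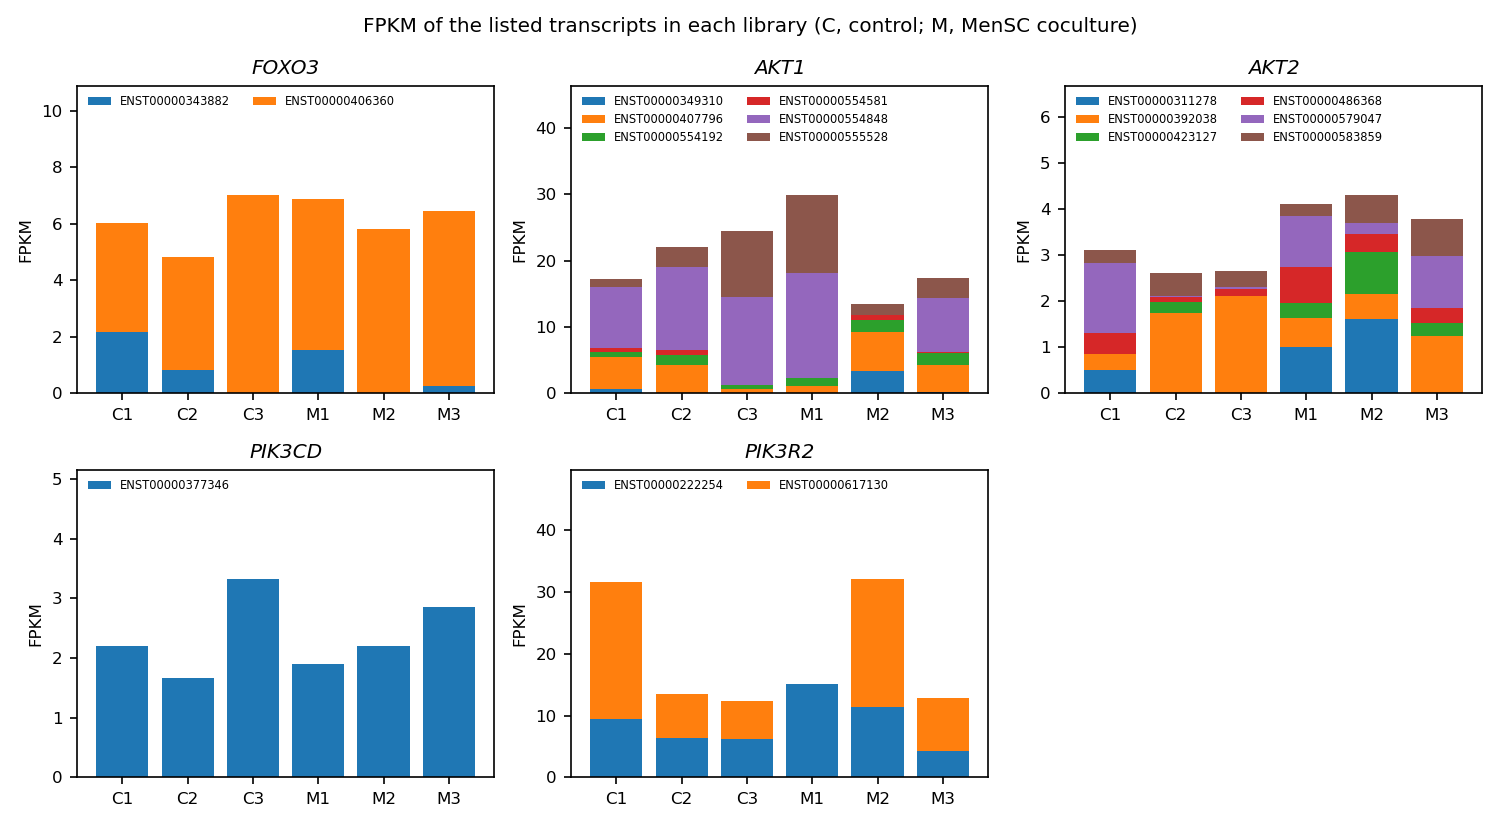
FPKM (y axis) of each listed transcript of FOXO3, AKT1, AKT2, PIK3CD, and PIK3R2, stacked by transcript (colors), in control libraries C1 to C3 and MenSC libraries M1 to M3 (x axis). The share of each transcript varies between replicates: ENST00000554848 of AKT1 is listed at 0 in M2 and at 15.8 FPKM in M1.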

### MenSCs upregulate E-cadherin via repressing ERK-MYC-mediated EMT in HCC

The RAF1-ERK pathway plays a vital role in HCC carcinogenesis, progression, and chemotherapy resistance. Hence, we focused on whether MenSCs had a suppressive impact on the MAPK pathway through epigenetic alterations. The results showed that MenSCs suppressed the MAPK pathway not only via changing the 5-hmC and 5-mC levels in the enhancer regions but also through regulating the promoter regions. The 5-hmC level of RAF1 in both the enhancer (chr3:12706241-12706880; *P* = 1.97E−7) and promoter (chr3:12706241-12706880; *P* = 1.97E−7) was significantly decreased under MenSC coculture (Fig. 6a). In addition, 5-hmC levels of MAPK1 (chr22:21607661-21608260; *P* = 1.10E−7) and MAPK3 (chr16:29768301-29768540; *P* = 1.22E−5) in enhancer regions were clearly decreased. Moreover, MenSCs also reduced the 5-hmC level in the promoter region of MAPK3 (chr16:30132781-30133160; *P* = 6.55E−6). The mRNA expression of MAPK1, MAPK3, and RAF1 correlated with the epigenetic changes (Fig. 6b). 

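MAPK3 (ENSG00000102882, chromosome 16 of GRCh37, 30125426 to 30134827, minus strand) has 6 listed transcripts. Their sum rose from 9.27 ± 2.03 to 15.2 ± 2.82 FPKM (SD, n = 3 each), and each MenSC library was above each control library (exact permutation test, p = 0.1, the smallest possible). The log2 fold change of MAPK3 was 0.72 (standard error 0.22, adjusted p = 0.161 from limma with Benjamini-Hochberg adjustment). Its transcript ENST00000484663 was at 3.37 ± 0.369 FPKM in control and 3.12 ± 2.14 FPKM under coculture (SD, n = 3 each). When the replicate number was used as a block, the adjusted p from limma was 0.155 for MAPK3. From the levels in Fig. 6b, the paper states that mRNA expression followed the epigenetic changes at the regulatory regions.

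**Figure D2:**
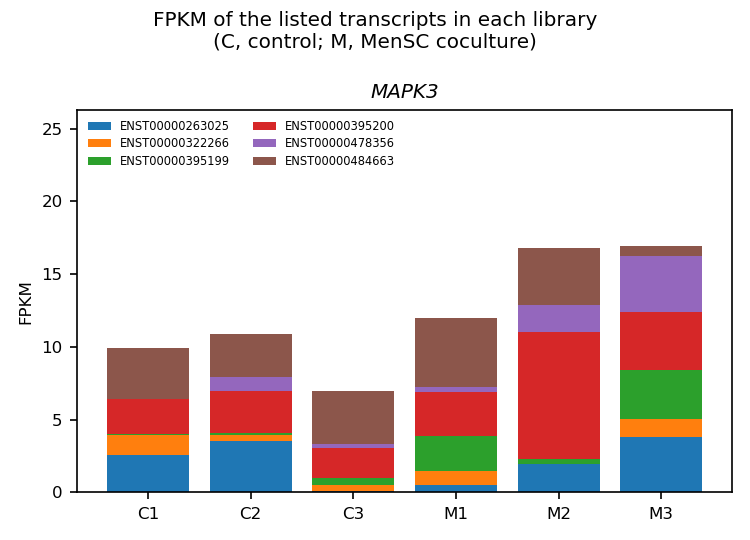
FPKM (y axis) of each listed transcript of MAPK3, stacked by transcript (colors), in control libraries C1 to C3 and MenSC libraries M1 to M3 (x axis). The stacked MAPK3 levels lie between 6.99 and 10.9 FPKM in control and between 12.0 and 16.9 FPKM under MenSC coculture.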

Additionally, phosphorylated ERK1/2 in the MenSC group was nearly absent compared with that in the control group (Fig. 6c). C-myc, the downstream target of ERK1/2, was significantly reduced after MenSC coculture. These results indicated that phosphorylation of ERK1/2 was a prerequisite for the activation of c-myc in HCC. Such changes in DNA epigenetic modification probably had a cascading influence on gene expression, including posttranscriptional regulation and posttranslational modification. Furthermore, we observed that MenSCs could upregulate E-cadherin and TIMP1 and downregulate the MMP2, twist, and snail-slug proteins (Fig. 6c). To verify whether MenSCs could inhibit the metastasis and invasion of HCC in vitro, we conducted a wound healing assay and invasion assay. Compared with control groups, the metastasis and invasion ability of HCC cells was significantly inhibited by MenSCs (Fig. 6d, e). Hence, we speculated that MenSCs hampered the metastasis of HCC cells via suppression of ERK-MYC-EMT axis through epigenetic regulation.

**Fig. 6:**
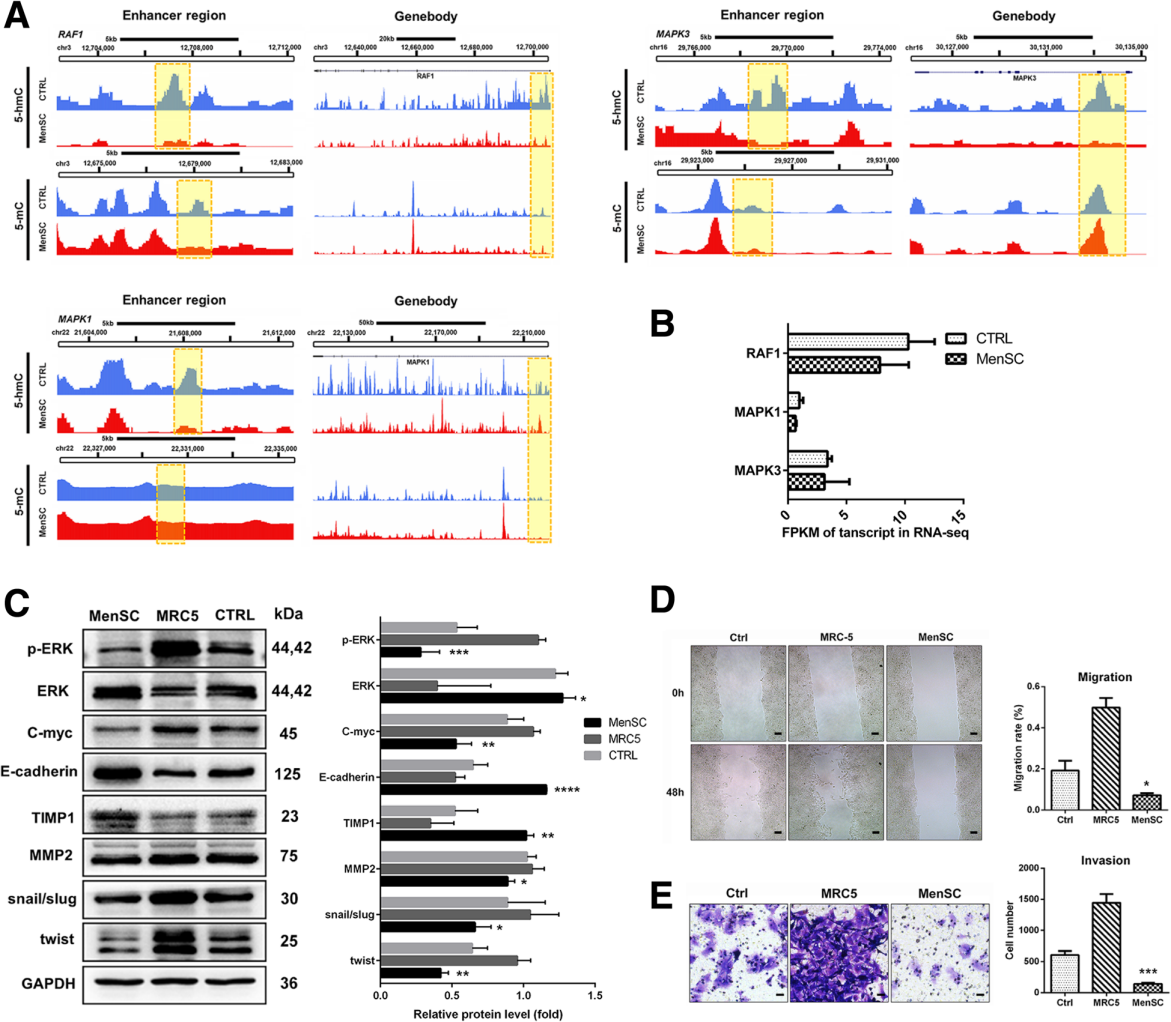
MenSCs inhibit EMT of HCC through suppressing MAPK pathway at 5-hmC and 5-mC regulatory regions. **a** 5-hmC levels in the enhancer and promoter regions of RAF1, MAPK1, and MAPK3 were clearly downregulated. The 5-mC level of an enhancer in MAPK1 was increased, while those in RAF1 and MAPK3 showed no significant increase. **b** FPKM of transcript for MAPK pathway genes correspond to the epigenetic alterations. **c** Protein expression of key genes in the MAPK pathway after MenSC treatment. Downstream EMT was suppressed by MenSC coculture. **d**, **e** Cell migration and invasion of HCC cells measured by wound healing assay and transwell assay after MenSC coculture. Scale bar 50 μm. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### MenSCs downregulated drug resistance genes and activated tumor suppressors via epigenetic mechanisms

Next, we combined RNA-seq, MeDIP-seq, and hMeDIP-seq to identify differentially expressed mRNAs in HCC after MenSC therapy. We observed a clear separation between the MenSC group and the control in the hierarchical clustering analysis of mRNA (Fig. 7a). 

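Over all 10854 tested genes, the distance between libraries was taken as 1 minus Pearson's r of log2(FPKM + 0.1). It was 0.0378 to 0.0652 between libraries of the same group, with a mean of 0.0498, and 0.0528 to 0.0756 between a control and a MenSC library, with a mean of 0.0631. The mean distance between groups exceeded the mean distance within groups by 0.0133, the largest difference among the 10 splits of the 6 libraries into 3 and 3 (exact one-sided permutation test, p = 0.1, the smallest p possible). Average-linkage clustering of all genes did not part the libraries into the 2 groups at its first branch. With only genes with a mean of at least 1 FPKM, or with Spearman's rho in place of Pearson's r, the first branch did part the groups. Genes selected for a difference between the groups (at least 1.5-fold and an unadjusted p under 0.05) separated all control from all MenSC libraries, and genes selected in the same way for each of the other splits separated those splits as completely. With the replicate number removed as a block while the group difference was kept, the difference between the mean distances was 0.0231. The first branch parted the groups in that case. This removal favours a separation, because it keeps the group difference while the distances within groups shrink, here to 0.0211 to 0.0233.

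**Figure D3:**
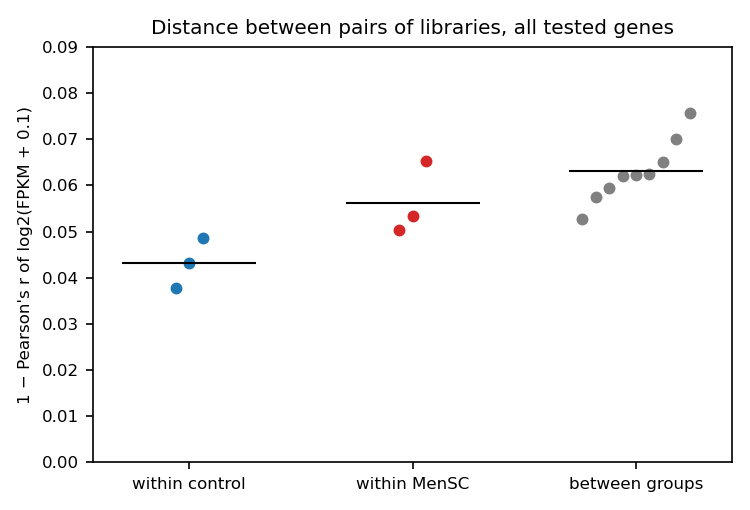
Distance (y axis, 1 minus Pearson's r of log2(FPKM + 0.1) over all tested genes) for each pair of libraries (points), grouped on the x axis by whether the pair lies within control, within MenSC, or between groups, with the mean of each group of pairs as a line. Pairs within a group reach 0.0652, above the smallest distance between groups of 0.0528.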

A total of 266 genes were upregulated, and 123 genes were downregulated in HCC cells with MenSC treatment (Fig. 7b). 

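The lines in Fig. 7b lie at a 1.5-fold change and an unadjusted p of 0.05. With these limits, limma on log2(FPKM + 0.1) gave 570 genes with a higher level and 363 genes with a lower level under MenSC coculture among 10854 genes tested. After Benjamini-Hochberg adjustment over all genes, 102 genes had an adjusted p under 0.05, 52 of them higher and 50 lower. Among the alternatives, the adjusted count moved most: leaving out 1 library at a time gave 0 to 3 genes, while 1372 to 2204 genes had an unadjusted p under 0.05 in those fits. The control and MenSC libraries share the replicate numbers 1, 2, and 3, and the deviations of same-numbered libraries from their group means had a pooled correlation across genes of 0.134 (-0.02 for number 1, 0.188 for number 2, and 0.181 for number 3). With the replicate number as a block, 630 genes were higher and 400 lower by the same limits, of which 537 and 335 were shared with the fit without the block. None had an adjusted p under 0.05 (0 genes, with 2634 genes at an unadjusted p under 0.05). The groups did not overlap in 2769 genes, 25.5% of those tested, against 10% by chance for 3 libraries against 3. By the rule for named genes, the largest falls outside the genes discussed in the paper were those of ENSG00000274276 (log2 fold change -3.39, adjusted p = 0.207 from limma), TENT4B (-3.37, 0.130), CX3CL1 (-2.74, 0.0169), PMP22 (-2.58, 0.0256), and ZFAT (-2.42, 0.206). With its most abundant transcript alone, PMP22 had a log2 fold change of -0.75, with an unadjusted p above 0.05. The unadjusted p of ZFAT was above 0.05 with the replicate number as a block. ENSG00000274276, annotated as an artifact, overlaps CBS and is uncertain, and the log2 fold change of their sum was -1.40. The largest rises were those of FAM47E-STBD1 (log2 fold change 4.95, adjusted p = 0.152 from limma), FAM13A (3.75, 0.0910), CA9 (3.58, 0.101), FXYD1 (3.56, 0.0961), and TNNI2 (3.44, 0.0220). FAM47E-STBD1 overlaps STBD1 and is uncertain, and the log2 fold change of their sum was 1.35.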

Based on the integrated analysis, we identified that 206 upregulated genes (206/266, 77.4%) and 92 downregulated genes (92/123, 74.8%) had alterations of 5-hmC and 5-mC at regulatory regions. Among the downregulated genes, we found several drug resistance genes were inhibited via epigenetic regulation (Table 1). 

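Each of the 6 genes in Table 1 had a lower level in every MenSC library than in every control library, and each passed the 1.5-fold limit at an unadjusted p under 0.05 from limma (exact permutation test, p = 0.1 for each, the smallest p that 3 against 3 allow). HMGA1 (ENSG00000137309, chromosome 6 of GRCh37, 34204650 to 34214008) fell from 167 ± 15.0 to 111 ± 2.24 FPKM (SD, n = 3 each), a log2 fold change of -0.59 (standard error 0.09). It was the only gene of Table 1 with an adjusted p under 0.05 over all genes (0.0428 from limma with Benjamini-Hochberg adjustment). PSAT1 (chromosome 9, 80912041 to 80945009) fell from 109 ± 11.3 to 57.6 ± 13.2 FPKM and GATA2 (chromosome 3, 128198270 to 128212044) from 9.53 ± 1.62 to 4.90 ± 0.750 FPKM (SD, n = 3 each), both with a log2 fold change of -0.94 (adjusted p = 0.0790 and 0.0820 from limma). FASN (chromosome 17, 80036214 to 80056170) fell from 92.2 ± 16.3 to 54.8 ± 11.6 FPKM (SD, n = 3 each), a log2 fold change of -0.76 with an adjusted p of 0.130 from limma. ID4 (chromosome 6, 19837601 to 19842428) had a low level, 1.81 ± 0.501 FPKM in control and 0.803 ± 0.100 FPKM under coculture (SD, n = 3 each), a log2 fold change of -1.06 with an adjusted p of 0.139 from limma. SQSTM1 (chromosome 5, 179233398 to 179265078) fell from 112 ± 25.4 to 68.4 ± 14.7 FPKM (SD, n = 3 each), a log2 fold change of -0.71 with an adjusted p of 0.157 from limma. The level of the most abundant single transcript gave log2 fold changes of -0.21 for HMGA1, under the 1.5-fold limit, and of -0.59 for GATA2 and -2.18 for SQSTM1, both with an unadjusted p above 0.05. Adjusted over the 6 genes of the table alone, all 6 had an adjusted p under 0.05, but these genes are the paper's own calls on the same libraries. With the replicate number as a block, the adjusted p from limma over all genes ranged from 0.0526 for FASN to 0.194 for SQSTM1. The paper attributes the inhibition of these genes to epigenetic regulation.

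**Figure D4:**
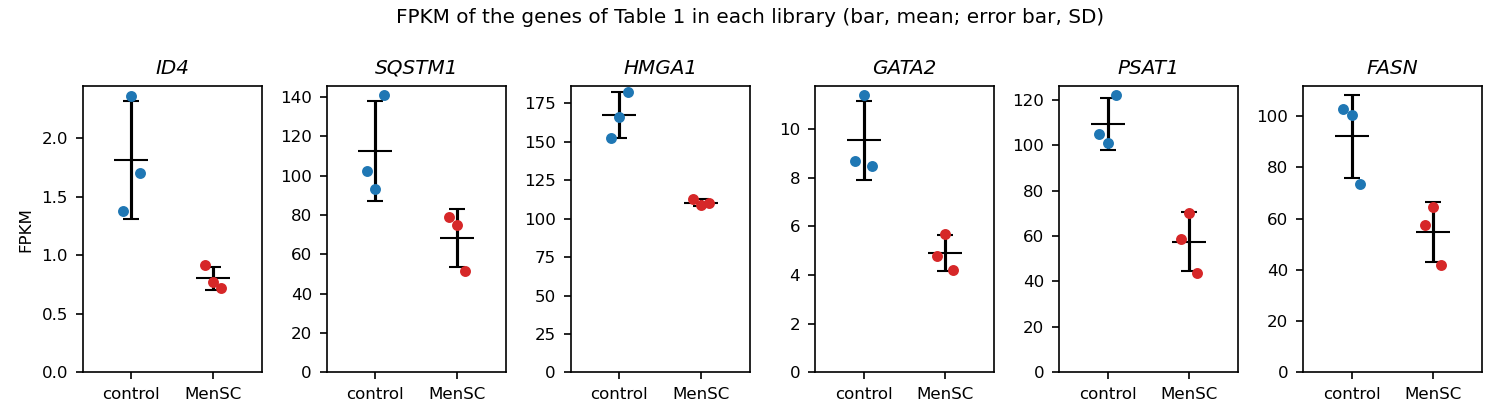
FPKM (y axis) of the 6 genes of Table 1 in the 3 control (blue) and 3 MenSC (red) libraries, 1 point per library, with the mean and SD in black. In each gene the 3 MenSC libraries lie below the 3 control libraries, for example at 109 to 113 FPKM against 153 to 183 FPKM for HMGA1.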

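NDRG1 (ENSG00000104419, chromosome 8 of GRCh37, 134249418 to 134314265, minus strand) rose from 7.55 ± 4.00 FPKM (SD, n = 3) in control to 66.8 ± 48.3 FPKM (SD, n = 3) under MenSC coculture, a log2 fold change of 3.05 (standard error 0.63, adjusted p = 0.0936 from limma with Benjamini-Hochberg adjustment). The rise was uneven between replicates, at 120.7, 52.1, and 27.7 FPKM in M1, M2, and M3. LIMA1 (chromosome 12, 50569571 to 50677303) rose from 12.0 ± 3.58 to 20.3 ± 0.239 FPKM, NR3C1 (chromosome 5, 142657496 to 142815077) from 5.22 ± 0.583 to 8.05 ± 0.678 FPKM, and IGFBP4 (chromosome 17, 38599702 to 38613977) from 19.5 ± 2.77 to 31.3 ± 6.23 FPKM (SD, n = 3 each). Their log2 fold changes were 0.80, 0.62, and 0.67. In all 4 genes the MenSC libraries lay above the control libraries (exact permutation test, p = 0.1, the smallest possible), and none of the 4 had an adjusted p under 0.05 from limma over all genes (0.113 to 0.130 for LIMA1, NR3C1, and IGFBP4). With the replicate number as a block, the adjusted p from limma ranged from 0.0798 for IGFBP4 to 0.102 for LIMA1. The level of the most abundant single transcript gave log2 fold changes of 0.62 for LIMA1 and 2.03 for NDRG1, with an unadjusted p above 0.05 for both genes. NDRG1 also missed an unadjusted p of 0.05 in the per-gene linear model without moderation on untransformed values. APOC1 rose from 65.0 ± 3.86 to 119 ± 4.39 FPKM (SD, n = 3 each; adjusted p = 0.0220 from limma).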

Additionally, potential suppressors including LIMA1, NR3C1, IGFBP4, and NDRG1 were upregulated via epigenetic mechanisms (Fig. 7c). Furthermore, ACSS1, HMGA1, and BYSL which closely correlated with tumorigenesis and overall survival were significantly downregulated via 5-hmC and 5-mC alterations at enhancer and promoter (Fig. 7d, e). Hence, we speculated these genes might be potential targets for gene-modified MSC therapy. In addition, MenSCs combined with chemotherapy might be a strategy to alleviate the drug resistance.

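In the RNA-seq libraries, BYSL (ENSG00000112578, chromosome 6 of GRCh37, 41889237 to 41900784) fell from 14.3 ± 1.21 FPKM (SD, n = 3) in control to 4.85 ± 0.742 FPKM (SD, n = 3) under coculture, a log2 fold change of -1.55 (standard error 0.16, adjusted p = 0.0220 from limma with Benjamini-Hochberg adjustment). ACSS1 (ENSG00000154930, chromosome 20, 24986866 to 25039616) fell from 12.6 ± 2.18 to 5.39 ± 0.824 FPKM (SD, n = 3 each), a log2 fold change of -1.20 (standard error 0.19, adjusted p = 0.0491 from limma). Together with HMGA1, both passed the adjusted limit, and the MenSC values of both lay below all control values. With each library left out in turn, the log2 fold change stayed between -1.65 and -1.43 for BYSL and between -1.35 and -1.08 for ACSS1. The replicate number as a block gave an adjusted p from limma of 0.0511 for BYSL and for ACSS1 and 0.0648 for HMGA1. SULT1A3, also named in Fig. 7c, fell from 34.4 ± 2.62 to 17.1 ± 5.13 FPKM (SD, n = 3 each), with an adjusted p of 0.0938 from limma. It is uncertain because its reads can be split with the near-identical SULT1A4.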

**Fig. 7:**
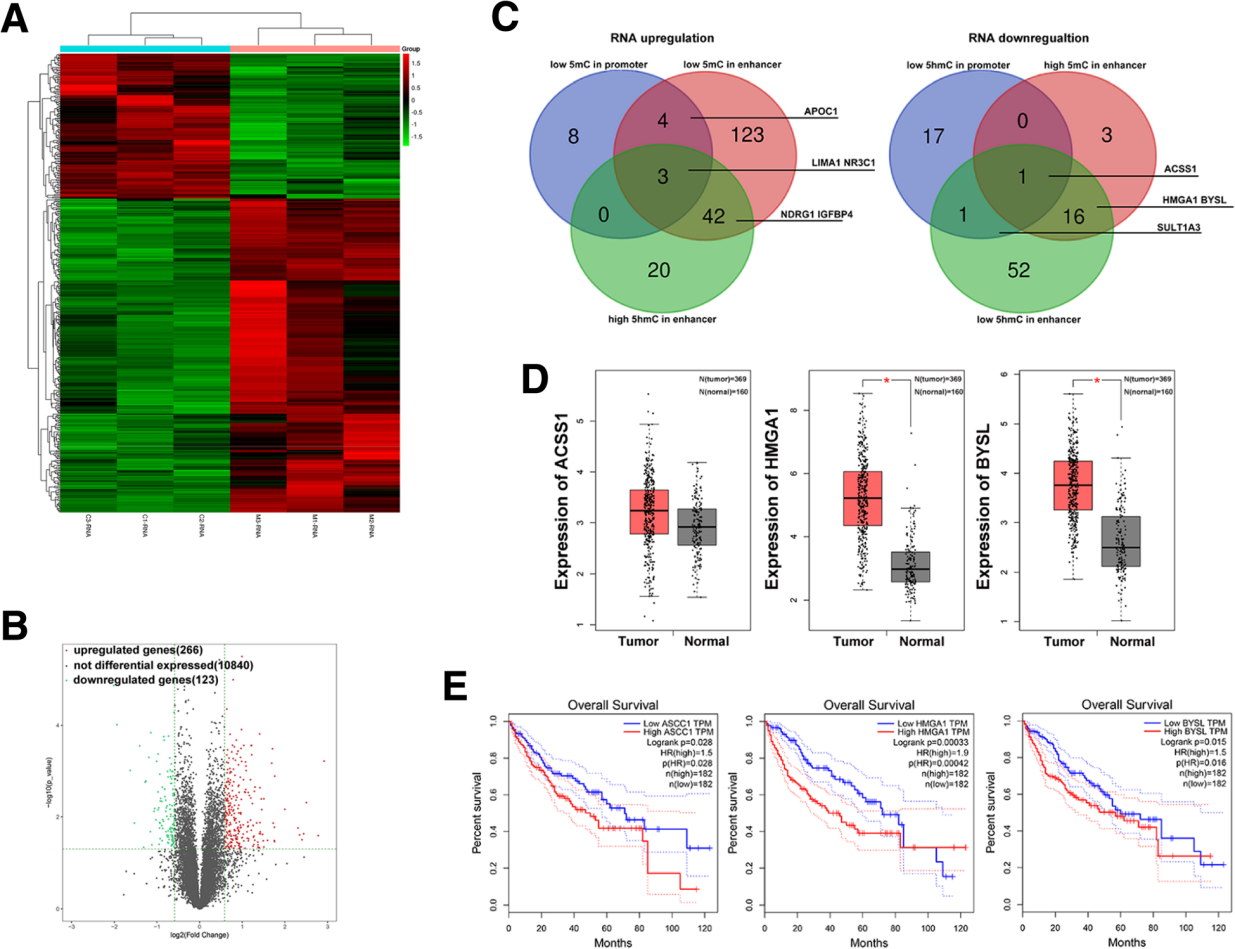
MenSCs induce differential expressed genes associated with 5-hmC and 5-mC changes. **a** Hierarchical clustering of RNA-seq results across 6 HCC cell samples. **b** Volcano plot analysis showed differentially expressed genes between HCC cells with or without MenSCs coculture. **c** Significantly changed genes among three groups from RNA-seq, MeDIP-seq, and hMeDIP-seq data of HCC cells. **d** Expression level of ACSS1, HMGA1, and BYSL in HCC tissues and normal tissues from TCGA database. **e** Expression of ACSS1, HMGA1, and BYSL were associated with overall survival of HCC patients by Kaplan-Meier from TCGA database

**Table 1:** Drug resistance-related genes differentially expressed after MenSC coculture via epigenetic alterations

Genes	Expression after MenSC therapy	Epigenetic alteration after MenSC therapy	Expression in literature	Drug resistance
ID4	Downregulated	5mC upregulation in the promoter 5-hmC downregulation in the enhancer	Upregulated	Glioma: 1,3-bis(2-chloroethyl)-1-nitrosourea
SQSTM1	Downregulated	5-hmC downregulation in the promoter	Upregulated	Ovarian cancer: cisplatin Gastric cancer: cisplatin
HMGA1	Downregulated	5mC upregulation in the enhancer 5-hmC downregulation in the enhancer	Upregulated	Lung cancer: tyrosine kinase inhibitor Ovarian cancer: paclitaxel, doxorubicin Sarcoma: trabectedin Cholangiocarcinoma: gemcitabine
GATA2	Downregulated	5-mC upregulation in the enhancer 5-hmC downregulation in the enhancer	Upregulated	Prostate cancer: docetaxel, cabazitaxel
PSAT1	Downregulated	5-hmC downregulation in the enhancer	Upregulated	Colorectal cancer: oxaliplatin Breast cancer: tamoxifen
FASN	Downregulated	5-hmC downregulation in the enhancer	Upregulated	Ovarian cancer: cisplatin Lung cancer: tyrosine kinase inhibitor Gastrointestinal stromal tumor: imatinib Triple-negative breast cancer: cetuximab

## Discussion

The tumor microenvironment plays important roles in tumorigenesis, progression, and drug resistance. Epigenetic mechanisms may function as an interface between environmental factors and the genome, and thus, deregulation of the epigenome by environmental stressors is likely to disrupt a variety of cellular processes [28]. Accumulating evidence indicates that cancer cells not only reshape their epigenomes in response to an altered milieu but also reprogram the tumor microenvironment toward an immunosuppressive state [29]. MSCs are one of the major types of surrounding cell that constitute the tumor microenvironment. Previous studies have confirmed that extraneous MSCs can travel to tumor sites and exert an anticancer effect by altering the microenvironment through multiple paracrine signaling components [30, 31]. However, no reports have indicated whether MSCs can influence the epigenomes of cancer cells via reshaping the microenvironment. Hence, we here presented evidence that MenSCs exert a crucial influence on HCC epigenetics and have an anticancer effect by epigenetically suppressing oncogenic pathways.

In our study, MenSCs could revive the 5-hmC and TET1 expression of HCC cells in a time-dependent manner. TET1, which has been described as a novel suppressor, was depleted, along with 5-hmC reduction, in multiple solid tumors including hepatocarcinoma [32]. Although the mechanism of TET1 reduction in tumorigenesis remains incompletely understood, multiple lines of evidence indicate that TET1 dysregulation plays a major role in the disturbance of DNA demethylation found in solid cancers. TET2 mutations frequently occur in myeloid malignancies and are accompanied by a decline in 5-hmC and poor prognosis [33]. The mechanism of TET2 inactivation in solid cancer remains elusive, given that TET2 rarely mutates in solid cancer. However, Sajadian et al. [34] found that vitamin C and 5-azacytidine induce active demethylation, arresting the cell cycle in HCC cells, via TET2. In our study, we also observed an apparent change of TET2 expression in HuH-7 after MenSC treatment. Hence, we speculate MenSCs rescued demethylation of HCC cells via TET1 or TET2 in different HCC cells. Moreover, MenSCs combined with chemotherapy such as 5-azacytidine might be a potential therapeutic schedule to activate both TET1- and TET2-mediated demethylation. The role of TET3 in tumorigenesis is still unclear. Most researchers support the viewpoint that TET1 and probably TET2 are downregulated in solid cancers, while TET3 increases its expression to maintain demethylation for DNA repair and cell survival [35]. In our study, TET3 and DNMT1 were repressed under MenSC coculture. These results indicated that upregulation of TET3 for compensation would not be necessary due to the demethylation mediated by TET1 in HCC that was reactivated by MenSCs. Moreover, DNMT downregulation might be beneficial for tumor suppressor revival via maintaining the balance between DNA methylation and demethylation in genomics.

Previous studies confirmed that MSCs inhibit cancer cells via secretion of diverse components into microenvironment. Yulyana et al. [30] considered that MSC-derived media expressed a high level of insulin growth factor binding proteins (IGFBPs) and can sequester free insulin-like growth factors (IGFs) to inhibit HCC cell proliferation. de Araujo Farias et al. [36] found MSC-derived exosomes enhance radiotherapy-induced cell death in tumor and metastatic tumor foci. In our study, we confirmed that MenSCs have a suppressive effect on HCC cells in vitro and vivo through epigenetic regulation via paracrine signaling. Hence, it is indicated that MSCs not only secrete anticancer factors to directly inhibit oncogenic pathways, but also regulate the epigenetic mechanisms of cancer cells to suppress downstream biological functions including apoptosis and metastasis.

Outside of this study, whole-genome hydroxymethylation and methylation profiling have been mainly applied in tumor etiology studies to compare cancer tissues with adjacent tissues. Johnson et al. [37] found that 5-hmC enrichment regions are strongly associated with active transcription in glioblastoma, and 5-hmC was preferentially enriched in glioblastoma-specific enhancers and superenhancers. Additionally, Bhattacharyya et al. [38] revealed that DHMRs were concentrated mostly in regulatory regions and particularly in non-CGIs in pancreatic ductal adenocarcinoma (PDAC). In pancreatic differentiation, DNA hydroxymethylation is positively correlated with enhancer activities and chromatin accessibility [39]. The present study represents the first time that hMeDIP-seq, MeDIP-seq, and RNA-seq have been combined to demonstrate the impact of MenSC therapy on epigenetic regulation in HCC cells. We performed genome-wide mapping of the hydroxymethylome and methylome landscapes of HCC cells after MenSC therapy. Most DHMR and DMR localization occurred in the regulatory regions of the genome, such as the enhancer, superenhancer, and promoter regions. These findings demonstrate that dynamic changes in 5-hmC and 5-mC in enhancer regions represent a crucial epigenetic mechanism for regulating gene expression in cell differentiation and tumorigenesis.

PTEN is a major inhibitor of the PI3K/AKT pathway, which is frequently silenced via mutation or promoter hypermethylation in various cancers. Loss of PTEN or activation of PI3K/AKT is involved in cancer progression and drug resistance [40, 41]. However, inhibition of Akt reverses acquired resistance to sorafenib by switching protective autophagy to autophagic cell death in HCC [42]. Lee et al. [43] found that loss of the tumor suppressor IGFBP4, which constitutes an AKT-EZH2 reciprocal loop, drives H3K27me3-mediated epigenetic reprogramming in hepatic carcinogenesis. In the present study, we showed that MenSCs inhibit the PI3K/AKT pathway through regulating 5-hmC and 5-mC abundance in the enhancer regions of key genes. These results suggested that the redistribution of 5-hmC abundance mediated by MenSCs in HCC cells is associated with transcriptional activity. Sorafenib is indicated as a treatment for advanced HCC. However, the clinical efficacy of sorafenib is severely compromised by the development of drug resistance. Recently, Kim et al. [44] found that RAF/MEK/ERK signaling was activated by sorafenib and caused sorafenib resistance in HCC. Moreover, phospho-ERK might be a biomarker of response to a synthetic lethal drug combination of sorafenib and MEK inhibition in liver cancer [45]. In the present study, MenSCs suppressed the RAF/ERK/MYC pathway via regulation of 5-hmC and 5-mC levels in enhancer and promoter regions. Furthermore, reductions in phosphorylated ERK1/2 and c-myc repressed downstream EMT. Hence, MAPK pathway would be a vital target for the strategy of modified gene MSC. FOXO3 acts downstream of the PI3K/AKT and RAF/ERK pathways to govern multiple cellular processes including the cell cycle, apoptosis, autophagy, and metabolism. Our study demonstrated that MenSCs could induce the expression of FOXO3 and further promote cell apoptosis in HCC. Fitzwalter et al. [46] found that FOXO3 acts as a cell surveillance mechanism to correct autophagy perturbations and confers apoptosis sensitization if this autophagy imbalance is not rectified.

Demethylation chemotherapeutic drugs, including 5-azacytidine and 5-aza-2′-deoxycytidine, cause whole-genome demethylation and randomly activate the expression of silenced genes. However, we found that MenSCs specifically modulate the expression of target genes through altering 5-hmC and 5-mC abundances in different regions. For instance, MenSCs rescue suppressors, IGFBP4 and NDRG1, via upregulation of 5-hmC and downregulation of 5-mC in enhancer regions, while suppressing ACSS1 expression via downregulation of 5-hmC in enhancer and promoter regions and upregulating 5-mC in enhancer regions. BYSL protein is upregulated in HCC and required for nucleologenesis in cancer cell proliferation [47]. Overexpression of HMGA1 is significantly associated with tumor progression and EMT in multiple cancers [48, 49]. Suppression of BYSL and HMGA1 might be potential strategy for HCC therapy.

## Conclusions

MenSCs regulated transcriptional activities of PI3K/AKT and RAF/ERK via alteration of 5-hmC and 5-mC abundance in gene regulatory regions in HCC cells. Deactivation of PI3K/AKT and RAF/ERK signaling attenuated the inhibition of FOXO3 and promoted downstream apoptosis. Moreover, an increase in PTEN further strengthened the suppressive effect on PI3K/AKT. Additionally, inactivation of phosphorylated ERK repressed c-myc-mediated EMT. Taken together, our results provided important epigenetic evidence for clarifying the mechanism of crosstalk between cancer and MSCs in the microenvironment and screening effective epigenetic targets for future therapy strategies based on modified MSCs.

## Additional files

Additional file 1: **Table S1.** The sequences of primers for RT-PCR. Table S2. Top 20 pathways of DHMRs in enhancer regions in HCC cells after MenSC coculture. Table S3. Top 20 pathways of DMRs in enhancer regions in HCC cells after MenSC coculture.

Additional file 2: **Figure S1.** Alterations of 5-hmC and 5-mC of key genes in PI3K/AKT pathway and apoptosis pathway in HCC cells after MenSC treatment. The 5-hmC level of PIK3CD in enhancers was significantly decreased and the 5-mC level in PIK3R2 at enhancers was obviously increased after MenSC coculture. The 5-hmC level in TNFRSF1A and CASP7 at promoters were significantly enhanced.

## Abbreviations

5-hmC: 5-Hydroxymethylcytosine
5-mC: 5-Methylcytosine
DHMR: Differentially hydroxymethylated region
DMR: Differentially methylated region
DNMT: DNA methyltransferases
HCC: Hepatocellular carcinoma
hMeDIP-Seq: Hydroxymethylated DNA immunoprecipitation sequencing
MeDIP-Seq: Methylated DNA immune-precipitation sequencing
MenSC: Menstrual blood-derived mesenchymal stem cell
MSC: Mesenchymal stem cell
TET: Tet methylcytosine dioxygenase

# Supplementary material for: Genome-wide DNA methylation and hydroxymethylation analysis reveal human menstrual blood-derived stem cells inhibit hepatocellular carcinoma growth through oncogenic pathway suppression via regulating 5-hmC in enhancer elements
**Source:** Stem Cell Res Ther. 2019 May 31;10:151. doi: 10.1186/s13287-019-1243-8
**Supplement:** Supplementary file 2 — Figure S1. Alterations of 5-hmC and 5-mC of key genes in PI3K/AKT pathway and apoptosis pathway in HCC cells after MenSC treatment. The 5-hmC level of PIK3CD in enhancers was significantly decreased and the 5-mC level in PIK3R2 at enhancers was obviously increased after MenSC coculture. The 5-hmC level in TNFRSF1A and CASP7 at promoters were significantly enhanced.

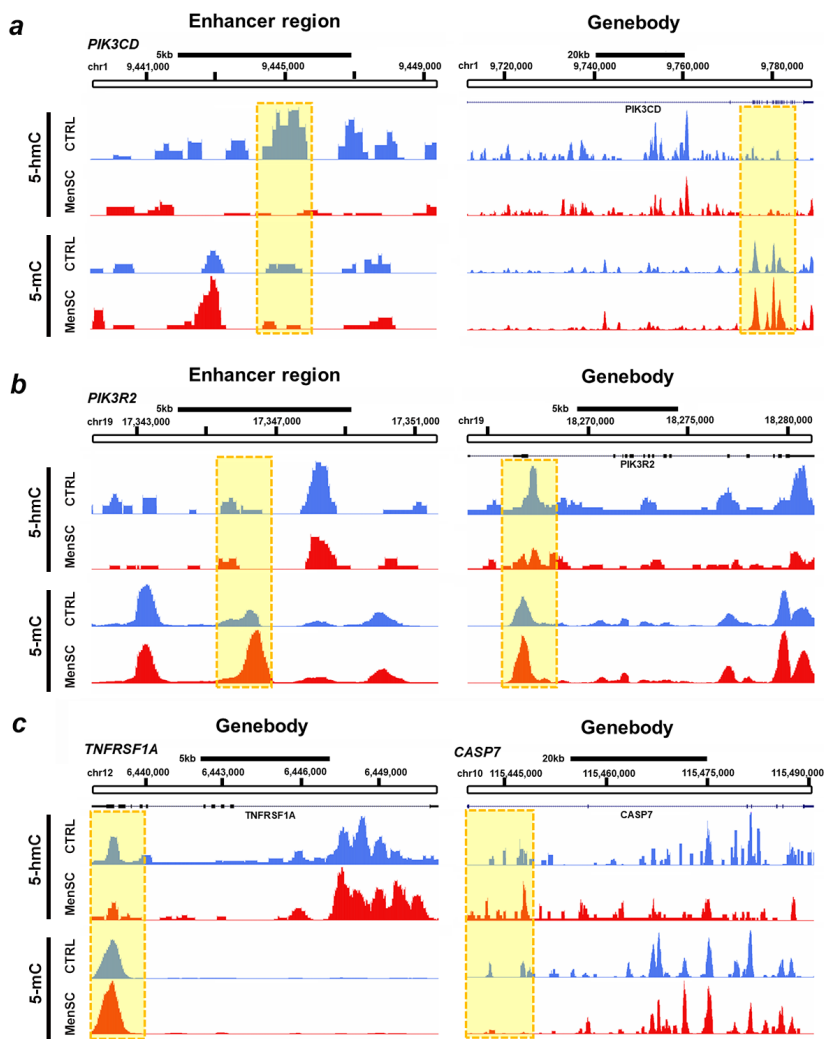

**Fig. S1** Alterations of 5-hmC and 5-mC in the gene body and regulatory regions of key genes in PI3K/AKT pathway and apoptosis pathway in HCC cells after MenSC treatment.

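The panels of Fig. S1 show tracks of 5-hmC and 5-mC signal along parts of the genome in HepG2 with and without MenSC coculture, where the height of a track stands for the amount of DNA captured by the antibody against 5-hmC or 5-mC. On GRCh37, PIK3CD (ENSG00000171608) lies on chromosome 1 from 9689947 to 9789172 on the plus strand, and PIK3R2 (ENSG00000105647) on chromosome 19 from 18263973 to 18281342 on the plus strand. TNFRSF1A (ENSG00000067182) lies on chromosome 12 from 6437923 to 6451280 on the minus strand, so its transcription starts at the right end of the gene.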

How the deposited data were processed for this re-analysis (not part of the article)

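RNA of HepG2 cells was measured in 6 libraries, 3 control (C1, C2, and C3) and 3 MenSC coculture (M1, M2, and M3), which the sample labels and Fig. 7a name in the same way. The methods name medium only and MRC-5 cells as controls of the coculture in general and do not state which was used for RNA-seq.

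The authors deposited FPKM values per transcript. The methods name hg19 and HISAT2 for the MeDIP-seq and hMeDIP-seq reads and give no aligner, quantification software, annotation, or filter for the RNA-seq reads. The identifiers carry the suffixes of a GENCODE annotation mapped to GRCh37, and each of the 30062 transcripts in the table has a mean of at least 0.5 FPKM in 1 of the groups, the lowest being 0.5002. Among the transcripts, 5076 are listed at 0 in at least 1 library. Read totals, and so the depth per library and the counting error of each value, are unknown, and no confidence interval or detection limit was computed. All 6 value columns of the table were used.

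From there, transcripts were paired with gene names through GENCODE release 44 on GRCh37. Of the transcripts, 29115 matched 11076 gene names and were summed per gene, 7224 of the genes having more than 1 listed transcript, and 947 were not matched and were left out. Values were used as deposited, without rescaling. Genes with a mean of at least 0.5 FPKM over the 6 libraries (10854 genes) were compared between the groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment over all genes tested. The limits of a 1.5-fold change and an unadjusted p of 0.05 are those drawn in Fig. 7b. Single genes were also compared with an exact two-sided permutation test of the mean log2 values, whose smallest p for 3 against 3 is 0.1. Gene lists were tested with limma's camera, with the correlation between genes estimated for each list, and the median log2 fold change of each list was ranked among 10000 random lists of the same size matched on mean level. Libraries were clustered by average linkage of 1 minus Pearson's r. Tables and figures were made with Python 3.11.15, pandas 2.3.3, and matplotlib 3.10.9.

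The fit was tested on simulated data for the 10854 genes with the means and residual spread of the real libraries, in which 200 genes were changed by 1 on the log2 scale. Of the changed genes, 83.0% passed the 1.5-fold limit and an unadjusted p of 0.05, and 37.5% had an adjusted p under 0.05. Of the unchanged genes, 5.12% had an unadjusted p under 0.05, and 8 had an adjusted p under 0.05. The simulated noise was independent between genes and libraries, so the check does not cover correlation between genes or an effect of the replicate number.

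The genes named in the text were chosen by a rule set before the data were examined: every gene the paper names that can be read in the table, and the 5 largest rises and 5 largest falls among genes with an unadjusted p under 0.05, no overlap between the groups, and a mean of at least 1 FPKM. Some genes that the paper names are not reported here. BCL2, SNAI2, and TWIST1 had no matched transcript in the table. The replicate numbers used as a block come from the library names, and the paper does not say that same-numbered control and MenSC libraries were grown or prepared together.

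The alternatives set before the data were examined were pseudocounts of 1 and 0.01, a minimum mean of 1 FPKM or none, median-ratio scaling, quantile normalization, the replicate number as a block, each library left out in turn, limma without a trend, a per-gene linear model without moderation on log2 or untransformed values, a fold limit of 2, and other distances and linkages for the clustering. A count-based alternative set for the case of read counts was not run, because the values are FPKM. Alternatives added after the data were seen were the most abundant transcript of each gene in place of the sum, transcripts tested one by one, unmatched transcripts kept as separate features, and a correction for GC content and length by local regression with a span of 0.5, alone and with the replicate number as a block. The GENCODE annotation gave a length and GC content for 100% of the genes. In addition, 2 gene lists were added to the 8 written before. The MeDIP-seq, hMeDIP-seq, protein, RT-PCR, animal, and TCGA data of the paper were not analysed here.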

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

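The tests of technical explanations in this part were chosen after the rises were seen. The genes below were singled out because they had the largest rises under MenSC coculture, above their level in the control libraries, and the paper does not discuss them.

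FAM47E-STBD1 (chromosome 4 of GRCh37, 77172874 to 77232282) was listed at 0 in C1 and C3 and at 0.00015 FPKM in C2, and at 9.05, 0.148, and 12.8 FPKM in M1, M2, and M3, a log2 fold change of 4.95 on the log2(FPKM + 0.1) scale (adjusted p = 0.152 from limma, higher in 3 of 3 MenSC libraries). In the per-gene linear models without moderation, on log2 and on untransformed values, the rise did not reach an unadjusted p of 0.05. It is a readthrough gene that overlaps STBD1 (4.37 ± 0.560 FPKM in control and 4.41 ± 2.83 FPKM under coculture, SD, n = 3 each). The sum of the 2 genes changed by 1.35 on the log2 scale with the groups still apart, from 4.37 to 11.7 FPKM. FPKM corrects for transcript length, so the sum itself can depend on how shared reads are divided between the 2 genes. The sum therefore cannot exclude such a division as a source of the rise. It cannot be told which of the 2 genes rose, since the size of the change of FAM47E-STBD1 alone depends on that division. Correction for GC content and length left a log2 fold change of 4.92, and median-ratio scaling one of 4.95.

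FAM13A (chromosome 4, 89647106 to 90032549) rose from 0.0916, 0.0169, and 0.517 FPKM in C1, C2, and C3 to 4.08, 1.36, and 5.46 FPKM in M1, M2, and M3, a log2 fold change of 3.75 (adjusted p = 0.0910 from limma, higher in 3 of 3 MenSC libraries), with all 3 of its listed transcripts higher. Its most abundant transcript alone gave 2.64, with an unadjusted p above 0.05. After correction for GC content and length the log2 fold change was 3.73, and after median-ratio scaling 3.75. No overlapping gene is listed, so that its sum with overlapping genes is unchanged at 3.75 and cannot speak to shared reads.

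CA9 (chromosome 9, 35673925 to 35681156) rose by 3.58 on the log2 scale, from 1.29 ± 0.947 to 17.8 ± 15.0 FPKM (SD, n = 3 each; adjusted p = 0.101 from limma, higher in 3 of 3 MenSC libraries). After correction for GC content and length the log2 fold change was 3.57, after median-ratio scaling 3.59, and for the sum with the overlapping gene ARHGEF39 it was 2.69 with the groups still apart. In the per-gene linear model without moderation on untransformed values, the rise did not reach an unadjusted p of 0.05, and over its alternatives the log2 fold change ranged from 2.79 to 4.26.

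FXYD1 (chromosome 19, 35629728 to 35634013) rose from 0 to 0.295 FPKM in the control libraries to 1.20 to 5.60 FPKM in the MenSC libraries, a log2 fold change of 3.56 (adjusted p = 0.0961 from limma, higher in 3 of 3 MenSC libraries), with all 4 listed transcripts higher. It did not reach an unadjusted p of 0.05 in the linear model without moderation on untransformed values, nor with its most abundant transcript alone (2.24). The values after correction for GC content and length, after median-ratio scaling, and for the sum with overlapping genes (none is listed) were 3.41, 3.55, and 3.56.

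TNNI2 (chromosome 11, 1860211 to 1862910) had the most even rise, from 3.34 ± 1.66 to 34.5 ± 4.12 FPKM (SD, n = 3 each), a log2 fold change of 3.44 (adjusted p = 0.0220 from limma with Benjamini-Hochberg adjustment, higher in 3 of 3 MenSC libraries). After correction for GC content and length it was 3.38, after median-ratio scaling 3.45, and no gene is annotated as overlapping it, so reads shared with overlapping genes do not apply (sum 3.44). Over its alternatives the log2 fold change lay between 3.07 and 3.80. The ranges of FAM47E-STBD1 (2.44 to 17.2), FAM13A (1.84 to 4.79), and FXYD1 (1.74 to 4.87) over their alternatives were wider.

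RNA of MenSCs carried into the HepG2 libraries was tested with a list of stromal markers. Of its 22 genes, 8 have a transcript in the table and 7 passed the filter. The median log2 fold change of these 7 was 0.51, with LOX (1.97), BGN (1.36), COL1A1 (1.29), TAGLN (0.51), and PDGFRB (0.22) higher and NT5E (-0.45) and CD248 (-0.62) lower. LOX is also on the hypoxia list, so its rise is not specific to stromal cells, and BGN had a low mean of 0.760 FPKM. The mean level of the 7 genes was higher with MenSCs by 0.71, 0.65, and 0.48 between same-numbered libraries, and limma's camera gave an adjusted p of 0.348. The median lay at the 98.8th percentile of random lists, a comparison that ignores the correlation between genes, so a carried-over share is not excluded. The other 14 markers, among them VIM, COL1A2, COL3A1, and THY1, have no matched transcript in a table that holds transcripts with a mean of at least 0.5 FPKM in 1 of the groups. Their absence cannot show a low level, because 947 transcripts were not matched to a gene. CCNA2 of the cell cycle list also has no tested level, although CCNB1 of that list had a mean of 77.1 FPKM. The methods place HCC cells and MenSCs in separate chambers of a transwell system, which keeps the cells apart by design. The levels of RNA in MenSCs were not measured, so a carried-over share behind rises such as that of TNNI2 stays open. MenSC coculture is the biological explanation that the design offers for the 5 rises. It remains a hypothesis for each of them, for FAM47E-STBD1 only as a rise of its sum with STBD1, and reads shared with unlisted overlapping genes were not tested for FAM47E-STBD1, FAM13A, and FXYD1.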

How the results depend on the processing

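Of the numbers of genes past the 1.5-fold limit at an unadjusted p under 0.05, 570 higher and 363 lower, most stayed within 1.5 times under the alternatives. With a fold limit of 2 they were 261 and 94. With transcripts tested one by one, an alternative chosen after the data were seen, 1318 and 1010 transcripts passed. Leaving out each library in turn gave 474 to 602 higher and 287 to 589 lower genes. A replicate block gave 630 and 400. Correction for GC content and length, also chosen afterwards, gave 530 and 401, and together with the replicate block 593 and 434.

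The number of genes with an adjusted p under 0.05 was 102 and depended on the choice of test. It was 17 in limma without a trend (1912 genes at an unadjusted p under 0.05), 7 in the unmoderated linear model on the log2 scale (1853), and 2 in the same model on untransformed values (1838). With the replicate block, with or without correction for GC content and length, it was 0 (2633 and 2634 genes at an unadjusted p under 0.05, respectively). It was 0 to 3 when each library was left out in turn. With transcripts tested one by one it was 59, and with the most abundant transcript of each gene 34, of which 25 were shared with the 102. Pseudocounts of 1 and 0.01, both filters, median-ratio scaling, and quantile normalization gave 83 to 103 genes, unmatched transcripts kept as separate features 77, and correction for GC content and length without the block 69. The cause of the differences was not tested.

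The excess of the distance between groups over that within groups was 0.0133, and 0.00863 to 0.0211 with each library left out. It was 0.0231 with the replicate block, and 0.0833 for the Euclidean distance, which is on another scale. The exact one-sided permutation p was 0.1 in the alternatives tested, except without control replicate 3, where it was 0.2, and no p was computed for the replicate block. The first branch of the clustering parted the groups with a pseudocount of 1, with a minimum mean of 1 FPKM, with Spearman's rho, and without C1, C2, M2, or M3. It also did with the replicate block, which favours such a parting because it keeps the group difference. It did not with the other alternatives run for it.

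Among the gene lists fixed before the data were examined, the ribosome biogenesis list passed an adjusted p of 0.05 from limma's camera under median-ratio scaling (median log2 fold change -0.39, adjusted p = 0.0438), with the most abundant transcript of each gene (-0.42, adjusted p = 0.0242), and after correction for GC content and length (-0.43, adjusted p = 0.0417). Its adjusted p ranged from 0.0242 to 0.269 over its alternatives and was 0.228 with the replicate block. The other 7 lists kept their direction and stayed above 0.05 in each alternative run for them.

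With each library left out, the ranges of the log2 fold change of FOXO3 (-0.028 to 0.24), AKT1 (-0.45 to 0.12), PIK3CD (-0.23 to 0.25), PIK3R2 (-0.32 to 0.51), TET2 (-0.13 to 0.29), DNMT3B (-0.31 to 0.24), MKI67 (-0.80 to 0.093), MMP2 (-0.26 to 0.048), and the median of the other metallothioneins (-0.063 to 0.64) crossed 0. With the most abundant transcript of each gene, MAPK3 no longer reached an unadjusted p of 0.05 (0.92), and the sign changed for AKT2 (-0.52), PIK3R2 (-1.92), and DNMT3B (0.95). The PIK3R2 transcript in that fit, ENST00000617130, is annotated as subject to nonsense-mediated decay and was listed at 0 in M1. Of the Table 1 genes, HMGA1 fell under the 1.5-fold limit with the most abundant transcript (-0.21), without C3 or M2, and after correction for GC content and length. SQSTM1 fell under that limit without C3 or M3, and FASN without M3. With the most abundant transcript, GATA2 (-0.59) and SQSTM1 (-2.18) no longer reached an unadjusted p of 0.05, which SQSTM1 also missed in both unmoderated linear models. Of the largest falls, ZFAT missed it in 8 and ENSG00000274276 in 7 of 20 alternatives. Under quantile normalization, TET2 turned to -0.11. Correction for GC content and length, with or without the replicate block, turned the signs of TET2 (-0.040) and PIK3CD (0.021), both close to 0. Among the 839 combinations of an alternative with the 42 named genes other than FOXO3 and MAPK3, 757 kept direction and side of an unadjusted p of 0.05, 43 became weaker, 12 became stronger, and 27 changed sign. The depth of the libraries is unknown, so its effect on low genes such as ID4 could not be assessed.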

Differences from the paper's values

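The paper reports 266 genes with a higher and 123 genes with a lower level in MenSC coculture, and the deposited values gave 570 and 363 with the limits drawn in Fig. 7b. Among the alternatives set before the data were examined, a fold limit of 2 gave 261 and 94 genes, within 1.5 times of the paper's numbers, and none of the others closed the gap for either number.

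The legends of Fig. 5b and Fig. 6b describe FPKM of transcripts, and the sums over all listed transcripts of a gene, a different quantity, were set beside the bars. AKT1 was at 21.2 FPKM in control and 20.3 FPKM under coculture, against the paper's about 0.55 and about 0.4 in Fig. 5b, read by eye. AKT2 was at 2.79 and 4.07 FPKM, against the paper's about 1.4 and about 0.8 in Fig. 5b, read by eye. MAPK3 was at 9.27 and 15.2 FPKM, against the paper's about 3.4 and about 3.2 in Fig. 6b, read by eye. None of the alternatives set before the data were examined closed these gaps. With the most abundant transcript of each gene, an alternative chosen after seeing the values, AKT2 was at 1.41 and 0.802 FPKM and MAPK3 at 2.47 and 5.25 FPKM, each within 1.5 times of the bar or within 1 SD of the replicates, although this MAPK3 transcript had a higher mean under coculture and the bars do not, and AKT1 under coculture was at 7.96 FPKM with a spread between replicates as large as its mean. Single transcripts, also looked at after seeing the values, reached the bars of AKT1 (ENST00000554581, 0.529 and 0.366 FPKM) and MAPK3 (ENST00000484663, 3.37 and 3.12 FPKM).

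The paper states that FOXO3 expression was higher with MenSCs, and cites both RNA levels and a Western blot. Only RNA was examined here, and the log2 fold change of the summed FOXO3 RNA level was 0.11, within the replicate error. For MAPK3 the paper describes a level that followed the lower 5-hmC, and its summed level had a log2 fold change of 0.72. For AKT2, which is lower with MenSCs in Fig. 5b, the log2 fold change was 0.53. The paper describes a clear separation of the groups in the clustering of mRNA, and clustering of all tested genes did not part the groups at its first branch, with a difference between mean distances of 0.0133. The first branch did part them in some alternatives, among them a pseudocount of 1 and Spearman's rho. It also did with the replicate block, which favours a separation because it keeps the group difference while removing spread within groups.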

Other observations

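The tests on 8 gene lists, on the number of genes in other splits of the libraries, and on the clustering of selected genes were set before the data were examined. The splits for each list, the differences between same-numbered libraries, the tests of NRF2 targets and metallothioneins, the correction for GC content and length, and the match of transcripts with the figures were chosen after the results were seen.

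The real grouping gave 933 genes past 1.5-fold and an unadjusted p under 0.05, and 1 of the 10 splits of the 6 libraries, the real one, gave as many. For the 102 genes with an adjusted p under 0.05 it was also 1 of 10, a share that 3 libraries against 3 cannot bring under 0.1. The other splits gave 159 to 607 genes and at most 1 with an adjusted p under 0.05. Among the 4 splits that part all 3 same-numbered pairs, the others gave 159, 175, and 208 genes, and the splits that part 1 pair gave 186 to 607. The split with 607 genes set C3, M1, and M3 against the rest. After correction for GC content and length, 931 genes passed the limits, 530 higher and 401 lower, of which 507 and 336 were shared with the uncorrected fit. These properties therefore do not account for the size of the total, although the correction changed which genes passed. Across genes, which are not independent replicates, Spearman's rho of the log2 fold change was -0.0945 with GC content and -0.00836 with length. Clustering of genes selected for a split separated that split completely in 10 of 10 splits, so the separation of the groups by such genes follows from the selection.

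None of the 8 gene lists had an adjusted p under 0.05 from limma's camera. Against random lists matched on mean level, which ignore the correlation between genes, the median lay at percentile 100 for the hypoxia list, 98.8 for the stromal markers, 93.1 for FOXO targets, 21.8 for ERK output, 0.04 for the cell cycle, and 0 for ribosome biogenesis, the stress response, and sterol synthesis. In the counts of splits below the real split counts itself, so 1 is the smallest count possible. Among the 4 splits that part all same-numbered pairs it was 1 of 4 for each list except FOXO targets and ERK output (2 of 4 each). The lists hold genes discussed above, such as CA9 and NDRG1 in the hypoxia list and BYSL in the ribosome list. The hypoxia list and the stromal markers share LOX. The hypoxia list had the largest median log2 fold change of the 8, 0.99, with 33 of 33 genes higher (23 at an unadjusted p under 0.05). Its camera adjusted p was 0.348 at a correlation between its genes of 0.753, and 0.228 with the replicate number as a block. Here 2 of the 10 splits gave a median as large, the other being C3, M1, and M3 against the rest (1.03), which parts 1 of the 3 same-numbered pairs. Between same-numbered libraries, the mean level of the list was higher with MenSCs by 1.35, 0.96, and 1.30 on the log2 scale. A hypoxia-like response to coculture, which the paper does not discuss, is a hypothesis that fits these differences, and variation between cultures is not excluded, since the paper does not say that same-numbered libraries were prepared together. Ribosome biogenesis genes were lower in 34 of 35 cases (median -0.40, adjusted p = 0.0674, with the replicate block 0.228; 1 of the 10 splits as large, the largest of the others at 0.18). The list of the integrated stress response and amino acid synthesis had a median of -0.35 with 27 of 30 genes lower (adjusted p = 0.348, with the block 0.343; 1 of the 10 splits, the largest of the others at 0.33). Sterol and fatty acid synthesis had a median of -0.29 with 23 of 27 lower (adjusted p = 0.446, with the block 0.305; 3 of the 10 splits), and the cell cycle list one of -0.22 with 30 of 33 lower (adjusted p = 0.472, with the block 0.228; 4 of the 10 splits). Between same-numbered libraries, the mean level of the cell cycle list was lower with MenSCs by 0.29, 0.23, and 0.32. The differences between same-numbered libraries were -0.37, -0.41, and -0.43 for ribosome biogenesis. They were -0.37, -0.09, and -0.68 for the stress response, and -0.39, -0.20, and -0.43 for sterol and fatty acid synthesis. For the stromal markers, 1 of the 10 splits, the real one, gave a median as large, the largest of the others at 0.34 (adjusted p with the block 0.305). FOXO targets had a median of 0.11 with 14 of 22 higher (adjusted p = 0.348, with the block 0.305; 6 of the 10 splits). Their mean level was higher in each MenSC library than in each control library (exact permutation test, p = 0.1, the smallest possible), by 0.35, 0.25, and 0.42 between same-numbered libraries, so higher FOXO activity at the RNA level is neither shown nor excluded. A lower level of the ERK output list as a whole was not seen. Its genes went both ways, so lower ERK output at the RNA level is not excluded. ERK output genes had a median of -0.08 with 12 of 17 lower (adjusted p = 0.719, with the block 0.616; 7 of the 10 splits), and their mean level differed by 0.04, 0.20, and -0.09 between same-numbered libraries.

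AKR1B10 (log2 fold change -1.69), AKR1C1 (-1.21), AKR1C2 (-1.04), and NQO1 (-0.73), each with an adjusted p under 0.05 from limma and lower in 3 of 3 MenSC libraries, were singled out after their values were seen, as was SQSTM1. All are described as targets of the transcription factor NRF2. Lower NRF2 activity is a candidate explanation, and it was tested with a list of further NRF2 targets without these genes, which was itself written after these values were seen and shares SLC7A11 with the stress response list. Of its 27 tested genes, 24 were lower, with a median log2 fold change of -0.37 and a camera adjusted p of 0.0170 over the 2 added lists. Over the alternatives, its adjusted p ranged from 0.00920 to 0.0800. With the replicate block it was 0.0669, and without MenSC replicate 2 it was 0.0550. Of the 10 splits 1, the real one, gave a median as large (1 of 4 among those that part all same-numbered pairs), and the largest of the others was 0.18, but 10 splits cannot give a share under 0.1, and lower NRF2 activity remains a hypothesis. HMOX1 (0.77), ABCC3 (1.06), and ABCC2 (0.39), also on the list, were higher.

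MT1G (-2.29) and MT1F (-1.61), also singled out after their values were seen, had adjusted p-values under 0.05 from limma, each lower in 3 of 3 MenSC libraries. A lower level of the whole metallothionein family was not seen. The other 4 tested members had a median log2 fold change of 0.26, with 3 of 4 higher (2 of 4 under quantile normalization, after correction for GC content and length with or without the block, and without C1, C2, M1, or M3, the last with a median of -0.06), a camera adjusted p of 0.561 (with the replicate block 0.616), and a median as large in 5 of the 10 splits and in 2 of the 4 that part all same-numbered pairs.

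For 4 of the 5 genes compared with Fig. 5b and Fig. 6b that have more than 1 listed transcript (AKT1, AKT2, FOXO3, PIK3R2, and MAPK3), 1 transcript lay within 10% of both bars as read by eye, and for 0 of the 5 did the summed level. Genes with as many transcripts would give 0.130 such genes by chance (probability 1.6e-06, if genes are independent). The tolerance was set after the transcripts were known. These values are consistent with bars that show single transcripts, as the legends say, in place of the summed level. No listed transcript of PIK3R2 lay within 10% of both bars.

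The intervals that the paper gives for 5-hmC changes at FOXO3 and MAPK3 were placed on GRCh37, the build hg19 that the paper names for these reads. The FOXO3 enhancer lies inside the gene. The MAPK3 enhancer lies 356886 bp from the gene, with 25 starts of coding genes between, and its 240 bp hold 0 CpG. The MAPK3 promoter interval lies inside the gene, 1667 bp from its start.

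For genes whose protein or RNA the paper measured by other methods, the RNA-seq levels gave these log2 fold changes: TIMP1 rose by 0.49 (adjusted p = 0.0970 from limma, higher in 3 of 3 MenSC libraries) and SNAI1 fell by 0.90 (adjusted p = 0.162, lower in 3 of 3). CDH1, which encodes E-cadherin, had a log2 fold change of 1.51 with overlapping groups (adjusted p = 0.272). The MenSC library was higher in each of the 3 same-numbered pairs, and the unadjusted p of CDH1 was under 0.05 in 7 of its 20 alternatives, among them the replicate block (adjusted p = 0.118). MYC, at -0.36, had an adjusted p of 0.328 and was lower in 3 of 3 MenSC libraries than in each control library, and MMP2 (-0.06) and BAX (-0.09) differed by less than the replicate error. For the TET and DNMT genes the paper also reports RNA from RT-PCR, in HepG2 with a rise of TET1 over time and falls of TET3 and the DNMTs. In RNA-seq, TET1 rose by 0.73 (adjusted p = 0.203) and TET3 fell by 0.42 (adjusted p = 0.242), each without overlap between the groups, against 10% of genes by chance. An unadjusted p of 0.05 was missed by TET1 in 7 and by TET3 in 6 of 20 alternatives, for TET3 among them the replicate block. DNMT1, at -0.42, had overlapping groups (adjusted p = 0.347), and TET2 (0.02), DNMT3A (-0.12), DNMT3B (-0.05), and MKI67 (-0.28) differed by less than the replicate error. Over its alternatives, the log2 fold change of TET2 ranged from -0.13 to 2.42, in none of them with an unadjusted p under 0.05. With the replicate block, the adjusted p of the genes in this paragraph ranged from 0.0921 for TIMP1 to 0.980 for TET2.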
